# Identification and correction of time-series transcriptomic anomalies

**DOI:** 10.1093/nar/gkaf524

**Published:** 2025-06-30

**Authors:** Sophia A Campione, Christina M Kelliher, Cullen Roth, Chun Yi Cho, Anastasia Deckard, Francis Motta, Steven B Haase

## Abstract

Transcriptomic analyses performed in time series have uncovered many important insights into dynamic biological processes such as circadian rhythms, cellular developmental cycles, and the cell cycle. Some of these studies have revealed transcriptomic artifacts (STRIPEs), characterized by substantial changes in transcript levels across the transcriptome between a time point and its temporal neighbors. These changes are unlikely to reflect underlying biology as the magnitude of the change is too large to occur within the time interval and because every gene in the time point exhibits a substantial change. Furthermore, STRIPEs occur across species exhibiting different biology, do not occur in the same phase across replicate time-series experiments, and can vary between technical replicates of a single time point. Here, we demonstrate STRIPEs in five time-series transcriptomic datasets across different species, biological processes, and timescales. We describe a computational method to detect STRIPEs in time series using the Kolmogorov–Smirnov statistical test, allowing for unbiased, user-friendly detection of STRIPEs. Finally, we present three methods for STRIPE correction and demonstrate their efficacy. Using periodicity analysis to identify periodic genes, we find nearly 600 genes changed in periodicity labeling following successful STRIPE correction, indicating the large impact of STRIPE removal on downstream analysis.

## Introduction

A major component of cellular state can be defined by the set of genes expressed and not expressed at a particular moment in time. Across the transcriptome, many phenotypes are controlled transcriptionally. Our current understanding of these transcriptional programs was enabled by technologies that measure the transcript level of every (or almost every) gene in a genome [1–3]. Moreover, performing these transcriptomic experiments in time series has revealed the importance of dynamics in multiple systems. Cells are dynamic: responding to intra- and extracellular signaling pathways to produce substantial changes in the transcriptome. Early time-series microarray experiments revealed a large program of phase-specific transcription during the budding yeast cell cycle [4, 5], and further studies indicated that a gene regulatory network might function as a cell-cycle oscillator [6–10]. Similarly, the gene regulatory network regulating the circadian clock in mammals controls up to 75% of the mammalian genome [11, 12].

As technologies advanced, researchers moved from microarray to RNA-seq platforms as they allow for full sequencing of the whole transcriptome and improved specificality compared to microarray analysis [13–16]. However, as our group made this switch, we noticed that a small number of time points in time-series RNA-seq experiments exhibited anomalous nonbiological expression levels across the entire transcriptome. We have called these anomalous points TRanscriptomic Irregular Profile Expression changes (STRIPEs) as they visually appear as a stripe on a heatmap of a time-series experiment. In each STRIPE, all transcripts in the transcriptome display elevated or depressed levels (or both) compared to neighboring points. As these anomalies present large-scale changes across the entire transcriptome, the presence of a STRIPE can substantially impair downstream analyses. Although we were not able to precisely pin down the origin of STRIPEs, to combat this challenge we instead have learned how to quantitatively identify and correct them to facilitate further analyses.

STRIPEs are most concerning where they cannot be easily identified or corrected. While STRIPEs can be identified in granular time series using our quantitative tools, in experiments where only a couple of samples are compared (e.g. pre/post-treatment or mutant/wild-type), it would be impossible to determine whether observed changes are biological or represent a STRIPE. This would be further exacerbated for experiments where only a subset of the transcriptome is interrogated. Identification of the origin of STRIPEs would greatly improve the ability to identify STRIPEs in experiments with limited samples. However, as we have not yet been able to identify the origin of STRIPEs, STRIPE identification and correction depend on comparison to non-STRIPE samples. Here, we describe the attributes of STRIPEs and describe a quantitative method for identifying them using comparison to neighboring/replicate samples. Additionally, we detail three methods for STRIPE correction to aid in downstream analyses.

## Materials and methods

### Strains, cultures, and synchronization

The four datasets include Yeast Cell Cycle 1 [17], Yeast Cell Cycle 2, Human Cell Cycle, and Human–*Plasmodium* Developmental Cycle [18]. Datasets for supplemental analyses include microarray Yeast Cell Cycle 1 datasets [9] and a STRIPE containing dataset from Wang *et al.* [19]. Datasets are described in Supplementary Table S1. A *Saccharomyces cerevisiae* strain derived from BF264-15D MATa bar1 [20, 21] was used for both *S. cerevisiae* datasets. In each case, yeast cultures were grown in rich YEP medium (1% yeast extract, 2% peptone, 0.012% adenine, 0.006% uracil) containing 2% dextrose. For the Yeast Cell Cycle 1 dataset, cells were grown at 30°C. For the Yeast Cell Cycle 2 dataset, cells were grown at 38.5°C. For both yeast datasets, cultures were grown overnight, arrested using 35–50 ng/μl of alpha-factor mating pheromone for 1.5 and 2.5 h, respectively, and then released by resuspending into fresh medium at their respective temperature (30°C or 38.5°C, respectively). Time points were collected at intervals of every 5 min for 245 min for the Yeast Cell Cycle 1 dataset and every 10 min for 290 min for the Yeast Cell Cycle 2 dataset. For the Human Cell Cycle dataset, the K562 human cell line was used. The cells were grown in RPMI + 10% bovine calf serum + P/S. The cells were synchronized via centrifugal elutriation and resuspended to begin the time course. Time points were collected at intervals every 2 h for 48 h. The Human–*Plasmodium* Developmental Cycle dataset was collected as described in [18]. Time points were collected every 3 h for 45 h. For each time course, samples were collected for RNA sequencing at each time point as described below.

### RNA isolation and RNA sequencing analyses

In each case, RNA was extracted via an acid phenol protocol described previously [22]. The microarray datasets were collected as described in [9]. For each RNA sequencing dataset, total RNA was isolated at each time point and sequenced at Duke Sequencing and Genomic Technologies. In each case, raw fastq files obtained from the sequencing core were aligned to the respective genome using STAR [23] or Salmon [24]. Aligned reads were quantified and normalized using one of three quantification methods: Cufflinks2 [25], Salmon [24], and RSEM [26], as additionally described in Supplementary Table S1. The Yeast Cell Cycle 1 dataset was aligned and quantified using STAR + Cufflinks2 with samples normalized together using CuffNorm, STAR + RSEM, and Salmon for comparison. The Yeast Cell Cycle 2 dataset was aligned and quantified using STAR + RSEM. The Human Cell Cycle dataset was aligned, quantified, and normalized using STAR + Cufflinks2. The Human–*Plasmodium* Developmental Cycle dataset was aligned, quantified, and normalized using STAR + RSEM as described in [18]. In [18], an additional cleaning step (including quantile normalization) was performed; however, here the “raw” data from RSEM were used. The resulting output from the Cufflinks2 analysis was in fragments per kilobase of transcript per million mapped reads (FPKM), and the output from RSEM provided both FPKM and transcripts per million (TPM) transcript level data. In each case, a single dataframe is produced containing the transcriptional data for each gene at each time point.

### STRIPE detection and correction

The STRIPE detection function (contained in Supplementary File S1 and present on the GitLab: https://gitlab.com/haase-lab-group/stripe_anomalies) uses the SCIPY Python package [27] and the ks_2samp two-sample Kolmogorov–Smirnov (KS) distance function [27–30]. The input for the STRIPE detection function is a transcriptional time course data frame and a user-supplied KS distance or *P*-value threshold. The function first performs a KS test comparing the first and second time points. If the metric is below the threshold, then comparison proceeds in the forward direction. However, if the metric exceeds the threshold, then the comparison occurs in the reverse direction, to allow for comparison to a non-STRIPE. The detection function thus assumes that both the first and second time points are not STRIPEs. In either direction, the function sequentially compares each time point to the most recent non-STRIPE neighbor. If the previous five time points are all identified as STRIPEs, then the comparisons are repeated in the reverse direction. Following comparison, the user-supplied KS metric threshold is used to designate STRIPE identity (0 = non-STRIPE, 1 = STRIPE). To aid in threshold selection, we developed a function to plot the distribution of KS distance statistics. As STRIPE identity in the STRIPE detection function depends only on one KS test, to further identify STRIPEs, a function is provided to display KS metrics (*P*-values and distance statistics) for all pairwise comparisons.

STRIPE correction can be performed via interpolation, quantile normalization, or *Z*-score quantile normalization. For interpolation, STRIPE time points were dropped and then interpolated using the PCHIP (Piecewise Cubic Hermite Interpolating Polynomial) method supplied in the Python pandas package [31]. The interpolated time points for the Yeast Cell Cycle 1, Yeast Cell Cycle 2, and Human Cell Cycle datasets were [145, 175, 180], [110, 140, 150], and [16, 18], respectively.

Quantile normalization was performed by using a quantile normalization function on the pandas dataframe containing the raw data for each dataset. More details can be found in the Supplementary data. As many downstream analyses require *z*-score normalization, quantile normalization was performed both before any necessary *z*-score normalizations (for simplicity called quantile normalization) and after *z*-score normalization (called *z*-score quantile normalization).

### Analysis and visualizations

Transcriptional line graphs for individual genes were generated using the raw (non-*Z*-score normalized) data. Transcriptomic heatmaps were generated using *Z*-score normalized data and plotted using the seaborn Python package [32]. For heatmaps showing dynamic behavior (Figs 1, 2C, and 4B), periodic genes were identified using JTK_CYCLE and then ordered on the first period max of expression. Transcript level distribution plots were plotted using the *Z*-score normalized transcript level data and the Python package seaborn [32]. KS distance distribution plots were generated using the distribution of KS distances for the comparisons applied by the STRIPE detection function. The KS distance matrix heatmap was generated using the KS distances for each pairwise comparison. Visualizations were performed using matplotlib (version 3.7.2) [33].

**Figure 1.**
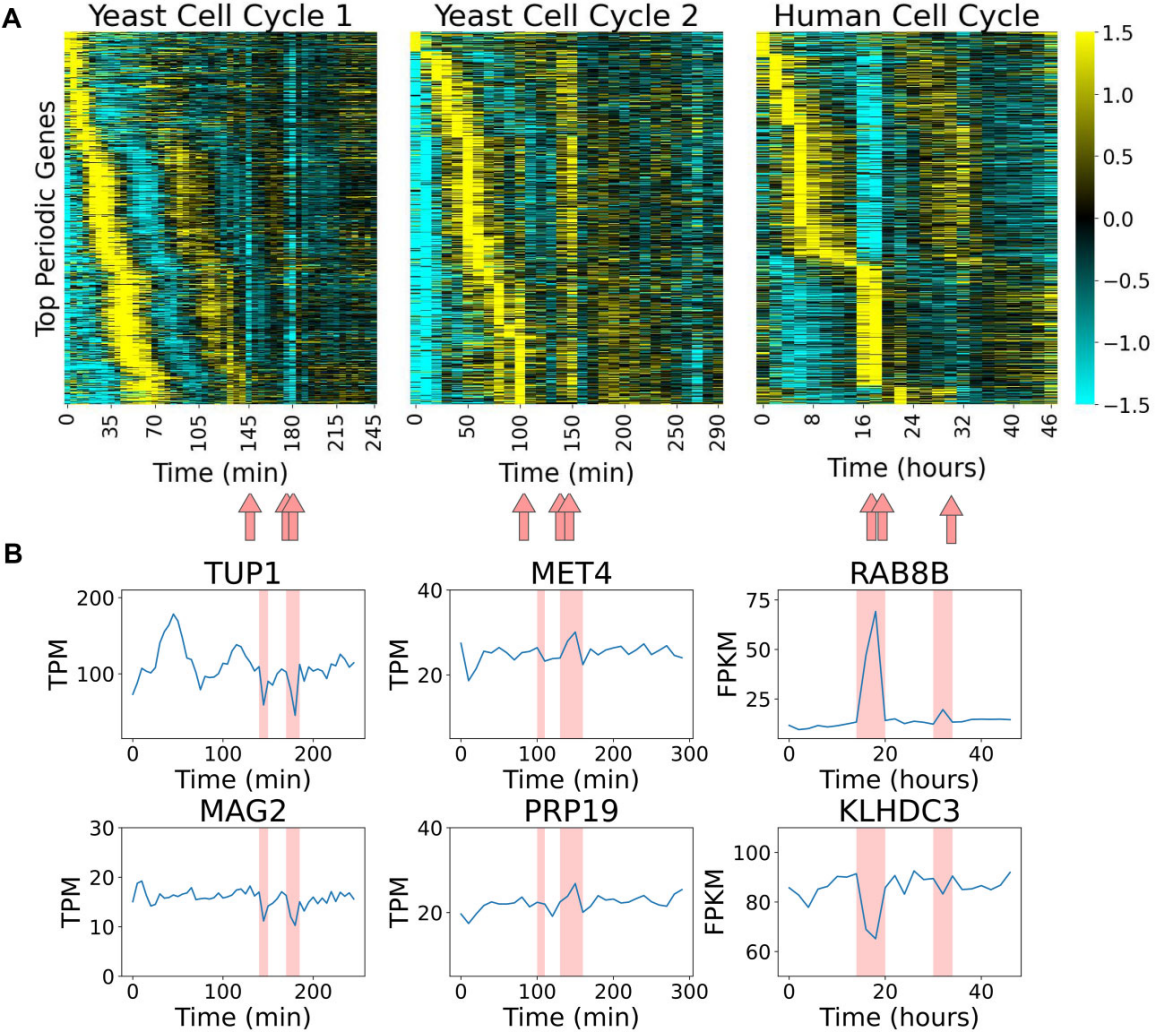
Visual identification of STRIPEs in time-series transcriptomic data. (**A**) Heatmaps depicting the *Z*-score normalized transcript profiles for the top 1000 periodic genes as ranked by JTK_CYCLE for each of the following datasets: Yeast Cell Cycle 1, Yeast Cell Cycle 2, and the Human Cell Cycle. The color bar corresponds to the *Z*-score: 1.5 (yellow) to −1.5 (blue). Red arrows indicate visually identified STRIPEs for each dataset: time points 145, 175, and 180 for Yeast Cell Cycle 1, time points 100, 140, and 150 for Yeast Cell Cycle 2, and time points 16, 18, and 32 for the Human Cell Cycle. (**B**) Line plots for transcript abundance of representative genes in each dataset are expressed in TPM or FPKM for each of the datasets. Visually identified STRIPEs are highlighted in red.

**Figure 2.**
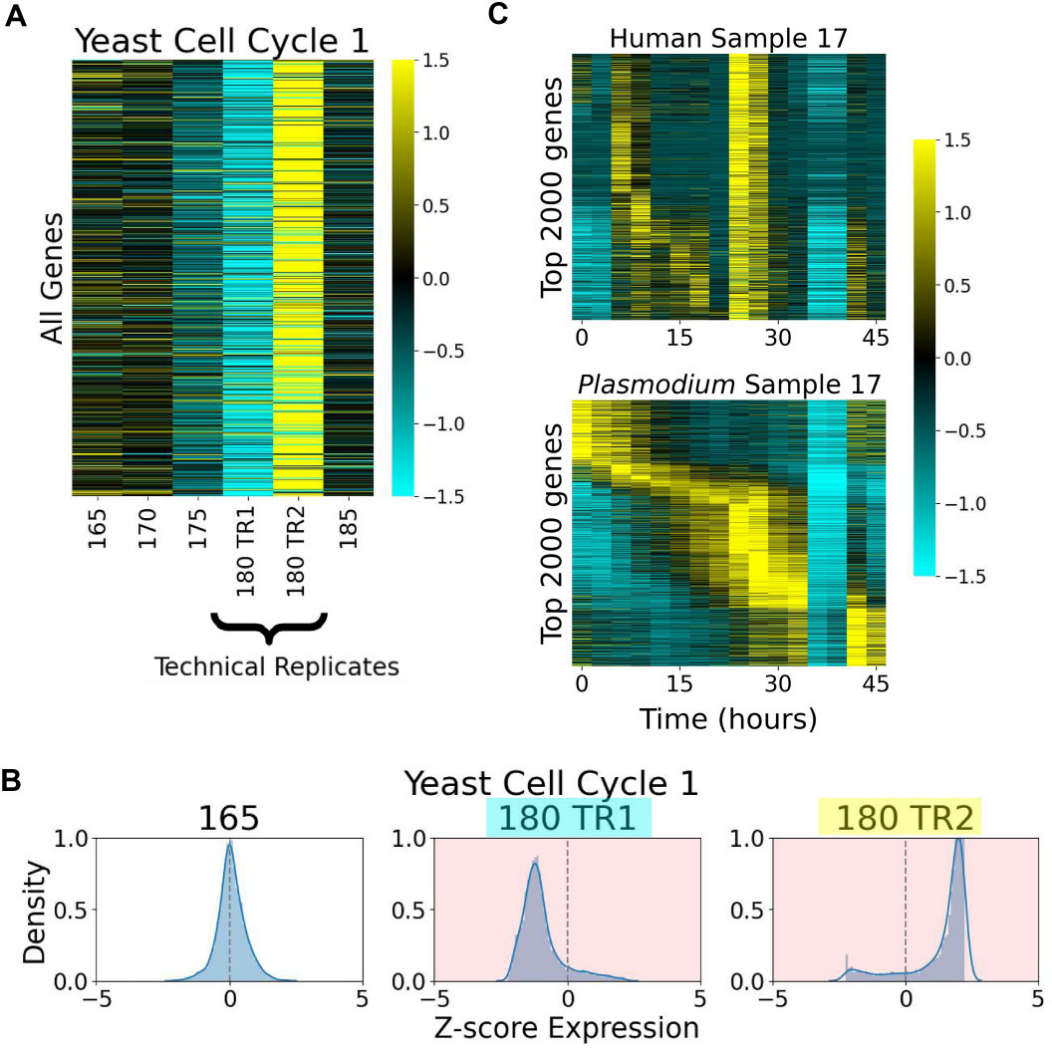
The origin of STRIPEs is technical. (**A**) Technical replicates at time point 180 (180 TR1 and 180 TR2) for the Yeast Cell Cycle 1 dataset both show dramatically different transcript dynamics across the entire transcriptome, as both exhibit a STRIPE. (**B**) Distributions of the expression *Z*-score for non-STRIPE time point 165 compared to both STRIPE technical replicates 180 TR1 and 180 TR2 in the Yeast Cell Cycle 1 dataset. (**C**) Top 2000 period genes human patient 17 infected with *Plasmodium vivax*. The transcriptomics for the human are in the top row and for the parasite in the bottom row.

To determine the over-representation of genes aligned with the STRIPE, first the most periodic genes were identified using the JTK_CYCLE [34], DLxJTK [35], and Lomb–Scargle [36–38] periodicity algorithms. Next, genes were identified for which the transcriptional peak or trough was located at a STRIPE. The over-representation was calculated using the percent of periodic genes aligned with the STRIPE. *T*-tests were performed using a paired *t*-test in the R statistical programming environment (function t.test with argument: paired = T; R Core Development) [39]. STRIPE detection was performed using the STRIPE detection function and visual inspection. Python file containing analyses and visualizations is available on the GitLab: https://gitlab.com/haase-lab-group/stripe_anomalies.

## Results

### RNA sequencing artifacts appear in time-series transcriptomic datasets

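The Yeast Cell Cycle 2 dataset followed 1 synchronized culture of Saccharomyces cerevisiae, a MATa bar1 strain derived from BF264-15D. Such cells lack the protease that degrades alpha-factor, so that this mating pheromone holds them in arrest before the cell cycle begins. The culture was grown at 38.5°C in rich medium with 2% dextrose, arrested with alpha-factor for 2.5 h and released into fresh medium. The paper gives the alpha-factor concentration as 35 to 50 ng/μl, whereas the sample labels give 40 ng/ml. Total RNA was collected every 10 min from 0 to 290 min, and 1 library was sequenced for each of the 30 time points. There are no replicates, so a difference at one time point is set against the spread of the same measure over the other time points, which come from the same culture and are not independent. The authors aligned the reads with STAR, quantified them with RSEM and deposited transcript levels in TPM for 7127 features, which sum to 1000000 at every time point. TPM keep no record of the number of reads, so the depth of each library cannot be read from them. TPM are also shares of a fixed total, so a smaller share of abundant transcripts raises the values of the remaining ones. In the TPM table, 505 features were at 0 TPM at every time point. The 6622 features that vary were converted to Z-scores per gene over the 30 time points, as in the authors' Supplementary File S1, and are called genes here. Of all features, 6369 had a mean of at least 1 TPM and 6170 were above 0 TPM at every time point. The STRIPE detector and the correction methods were computed from the TPM table with the functions of Supplementary File S1 and a KS distance threshold of 0.3. Gene names were taken from the R64 assembly of the S. cerevisiae genome, in which 6047 features (84.8%) were matched by locus tag. The paper's text does not name the genome build that the authors aligned to, so no coordinates are given.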

Here, we present four distinct RNA-seq time-series datasets that presented with STRIPEs: (i) Yeast Cell Cycle 1 (optimized conditions) [17], (ii) Yeast Cell Cycle 2 (mild heat stress), (iii) Human Cell Cycle (Cho and Haase, unpublished), and (iv) Human–*Plasmodium* Developmental Cycle [18]. These datasets include dynamics of different timescales across different periodic processes in different species, documenting that STRIPEs can appear in biologically diverse datasets. The detailed protocols for each experiment are described in Supplementary Table S1. For each time-series experiment, at least eight time points per cycle were sampled. For each time point in each dataset, RNA was extracted, sequenced, and aligned as described in Supplementary Table S1.

To examine how STRIPEs impact the analysis of periodic dynamics, we focused on the set of periodically expressed genes. The periodicity detecting algorithm JTK_CYCLE [34] was used to identify the top 1000 periodic genes for each dataset. Periodic genes were ordered by peak time and plotted in a heatmap. The data are presented as *Z*-scores, with transcript levels at, above, and below the gene’s mean transcript level represented by black, cyan, and yellow, respectively (Fig. 1A). Visually, STRIPEs present as vertical stripes with substantial deviations from the expected transcriptional dynamics. In each dataset, at least one STRIPE can be visually identified, with three distinct types of STRIPEs: low, high, and bimodal in the Yeast Cell Cycle 1, Yeast Cell Cycle 2, and Human Cell Cycle datasets, respectively (Fig. 1A). These phenomena are observed in datasets collected across labs and over several years (Figs 1 and 2, and Supplementary Fig. S1) [17–19, 40]. 

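For the Yeast Cell Cycle 2 dataset, genes were ranked by a JTK-type score, which compares the order of a gene's transcript levels with cosine curves by Kendall's statistic. Periods of 60 to 120 min in steps of 10 min were used, because the paper's text gives no period range for this dataset. The median Z-score of the top 1000 periodic genes was -0.357 at 130 min, 0.551 at 140 min, 0.888 at 150 min and -0.270 at 160 min. Transcript levels were above the gene's own mean for 78.9% of these genes at 140 min and 81.5% at 150 min, compared to 27.7% at 130 min and 30.9% at 160 min. At 100 min the median Z-score was 0.522, between -0.0907 at 90 min and -0.343 at 110 min, and 68.8% of the genes were above their own mean. Among the 24 time points that Table 1 does not list as STRIPEs, 50 min had the highest values. Its median Z-score was 1.12, and 77.8% of the genes were above their own mean.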

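Across all genes of the Yeast Cell Cycle 2 dataset that vary, 4725 (71.4%, 95% Wilson confidence interval 70.3% to 72.4%) had a higher transcript level at 140 min than at both 130 and 160 min. At 150 min, 4862 genes (73.4%, 72.3% to 74.5%) were above the same flanking time points. At 100 min, 4282 genes (64.7%, 63.5% to 65.8%) were above both 90 and 110 min. Levels below both flanking time points were found for 885 genes (13.4%) at 140 min, 887 genes (13.4%) at 150 min and 746 genes (11.3%) at 100 min. The intervals treat genes as independent, which they are not, and cover only the number of genes. For 23 time points that are not called STRIPEs, the share was computed against the adjacent time points. It ranged from 12.2%, at 110 and 160 min next to STRIPEs, to 50.4% at 50 min, with a median of 26.8%. Against adjacent time points, which are STRIPEs themselves on one side, the share was 25.3% at 140 min and 58.9% at 150 min. The shares also depend on scaling. When the TPM were divided by a median-of-ratios factor per time point, which sets the median change of all genes to about 0, 39.8% of the genes were above and 37.0% below both flanking time points at 140 min. At 150 min these shares were 41.0% and 39.6%, and at 100 min 33.5% and 36.3%.

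**Figure D1:**
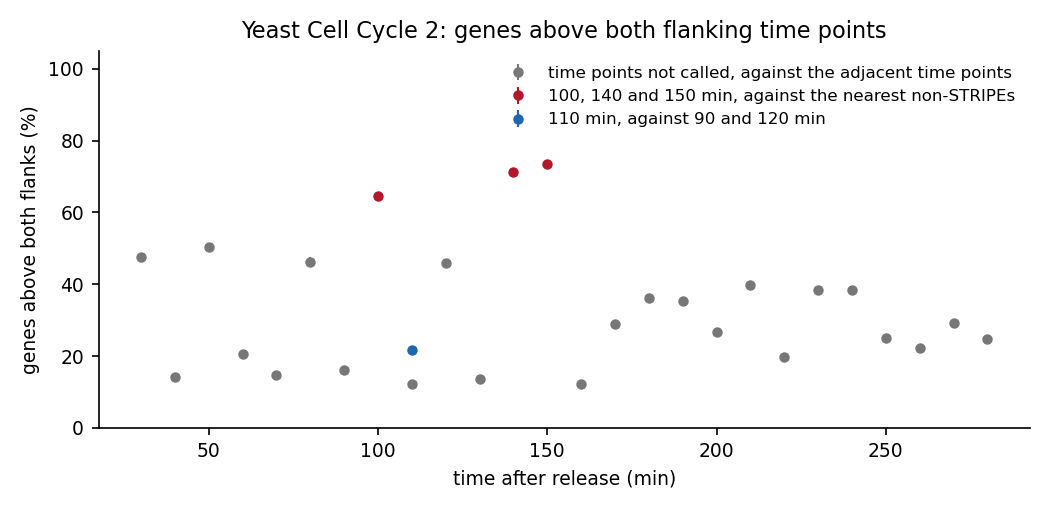
Percent of genes in the Yeast Cell Cycle 2 dataset with a transcript level above both flanking time points (vertical axis) at each time point in min (horizontal axis), with 95% Wilson intervals that are about as small as the points. The time points 140 and 150 min lie at 71.4% and 73.4%, 100 min lies at 64.7%, and the time points not called, compared to adjacent time points, lie between 12.2% and 50.4%.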

Although we show only the most periodic genes, the STRIPE is present across the entire transcriptome (Supplementary Fig. S2). These STRIPEs can also be observed in line plots of individual genes (Fig. 1B). In these line plots, the STRIPEs appear as spikes in the expression curves (Fig. 1B).

For the Yeast Cell Cycle 1 dataset, time points 145, 175, and 180 display transcript levels that are lower than expected across the entire gene set as compared to neighboring time points. Visually, these low stripes correspond to a blue STRIPE that represents expression below the mean in the mean-normalized data (Fig. 1A) and sudden troughs in the line plots of representative genes (Fig. 1B). In the Yeast Cell Cycle 2 dataset, time points 140 and 150 appear to have elevated levels (high STRIPEs) across the transcriptome compared to their neighbors as seen by a yellow elevated expression STRIPE. 

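The KS distance, the largest gap between a pair of cumulative distributions, was computed between the Z-scores of all genes at each time point and at the nearest later non-STRIPE. It was 0.516 at 140 min and 0.565 at 150 min, each compared to 160 min, whereas 130 and 160 min were 0.0317 apart. The median Z-score rose from -0.353 at 130 min to 0.611 at 140 min and 0.974 at 150 min and returned to -0.391 at 160 min. Transcript levels above the gene's own mean were found for 76.2% of genes at 140 min and 78.4% at 150 min, compared to 27.9% at 130 min and 26.3% at 160 min. After division by the median-of-ratios factors, the KS distances to 160 min were 0.0462 at 140 min and 0.125 at 150 min.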

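At 110 min, 1432 genes (21.6%, 95% Wilson confidence interval 20.6% to 22.6%) had a higher transcript level than at both 90 and 120 min, and 2861 genes (43.2%) had a lower one. After division by median-of-ratios factors these shares were 31.7% and 31.3%. The median Z-score of all genes was -0.177 at this time point, with 41.1% of genes above their own mean, and the KS distance to 120 min was 0.108. At 100 min, which the legend of Fig. 1 marks in this dataset, the median Z-score was 0.824, 75.6% of genes were above their own mean, and the KS distance to 110 min was 0.405.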

Additionally, to a lesser degree, time point 110 shows a mild elevated STRIPE (Fig. 1A). These changes correspond to sudden peaks in the line plots of representative genes (Fig. 1B). 

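MET4 (YNL103W) and PRP19 (YLL036C) are the representative genes shown for the Yeast Cell Cycle 2 dataset. MET4 had 24.0 TPM at 130 min, 28.0 TPM at 140 min, 30.1 TPM at 150 min and 22.4 TPM at 160 min. Over the 24 time points not called STRIPEs its level was 25.2 ± 1.23 TPM (SD over time points), and 150 min lay 4.00 SD above this mean, 140 min 2.29 SD and 100 min 1.01 SD. PRP19 had 22.5 TPM at 130 min, 23.9 TPM at 140 min, 26.9 TPM at 150 min and 20.1 TPM at 160 min. Its level over the same 24 time points was 22.4 ± 1.34 TPM (SD), so that 150 min lay 3.28 SD above the mean, 140 min 1.07 SD and 100 min -0.0115 SD. For both genes 150 min was the highest time point of the series. The level at 150 min was 1.30-fold that of the mean of 130 and 160 min for MET4 and 1.26-fold for PRP19. After division by median-of-ratios factors these values were 1.06-fold and 1.03-fold.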

In the Human Cell Cycle dataset, time points 16 and 18 show transcript levels that are either lowered or elevated for each gene compared to neighboring time points, resulting in a brighter blue and yellow bimodal STRIPE. To a lesser degree, time point 32 also shows a mild STRIPE (Fig. 1A). As the STRIPEs in the Human Cell Cycle dataset are bimodal, in line graphs they appear as either sudden troughs or peaks for representative genes (Fig. 1B).

### The origin of STRIPEs within RNA sequencing is technical rather than biological

Several observations suggest that STRIPEs have a technical rather than biological origin. The STRIPEs presented here (Figs 1 and 2, and Supplementary Table S1) occur during different periodic processes, at different timescales, and across different species, suggesting an origin unrelated to these biological functions. 

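The change of each gene from one time point to the next, 10 min later, was computed as a log2 ratio of TPM for the genes above 0 TPM at every time point, without a pseudocount. In the Yeast Cell Cycle 2 dataset, the median log2 ratio was 0.22 from 130 to 140 min, 0.06 from 140 to 150 min and -0.30 from 150 to 160 min. From 90 to 100 min it was 0.14, and from 100 to 110 min -0.19. The transcript levels of 80.1% of genes rose from 130 to 140 min, and 82.1% fell from 150 to 160 min. Over the 21 steps between time points that are not called STRIPEs, the largest absolute median was 0.12 and the median was 0.06. The steps from 10 to 20 min and from 20 to 30 min, after release from arrest, were as large, with medians of 0.30 and 0.22. The sampling interval sets the shortest change that can be seen, and no sample was taken between the steps.

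**Figure D2:**
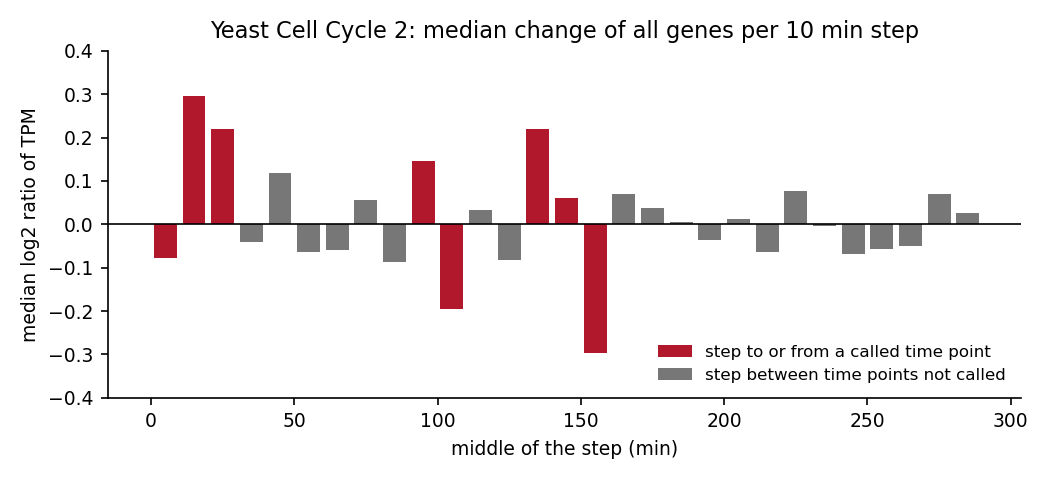
Median log2 ratio of TPM over genes (vertical axis) for each step of 10 min in the Yeast Cell Cycle 2 dataset, plotted at the middle of the step in min (horizontal axis), in red where a called STRIPE begins or ends the step. The rise of 0.22 into 140 min is followed by a fall to 160 min of -0.30, while steps between time points not called stay within 0.12 of 0.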

The timescale of the changes observed in Fig. 1 further suggests that these STRIPE time points are likely technical rather than biological, as transcript levels change substantially and at the next time point return rapidly to produce “spikes” in the data that are too rapid to be accounted for by transcriptional changes. In addition, STRIPEs are observed at time points across the entire transcriptome, ruling out the possibility that the phenomenon is related to noisy expression of a single gene.

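In the Yeast Cell Cycle 2 dataset, 5137 features had a mean of at least 10 TPM. Of these, 3505 (68.2%) were higher at both 140 and 150 min than at both 130 and 160 min, and 544 (10.6%) were lower. With median-of-ratios factors, 29.3% were higher and 36.1% lower. The median log2 ratio of the mean of 140 and 150 min to the mean of 130 and 160 min was 0.23, a shift against which changes of single genes are read. Of the 5 features with the highest mean TPM, 4 went against it. Their log2 ratios were -0.16 for TDH3 (YGR192C), -0.30 for CCW12 (YLR110C), -0.31 for CWP2 (YKL096W-A) and -0.23 for ENO2 (YHR174W). After division by the median-of-ratios factors, which are estimated on another set of features, these values were -0.41, -0.55, -0.56 and -0.48. The other feature, TAR1 (YLR154W-C), had a log2 ratio of 0.35, or 0.10 after scaling. The largest rises were 2.90 for YDL185C-A, 2.03 for YER023C-A and 2.00 for snR46, and the largest falls were -1.67 for YML054C-A, -1.67 for YDR510C-A and -1.31 for YOR277C. After scaling, the rises were 2.63, 1.78 and 1.73, and the falls were -1.96, -1.96 and -1.56. These 6 features had means of 10.0 to 69.8 TPM, and 1 of them was matched to a locus tag of R64. YER023C-A and snR46 were at 0 TPM at 1 or more of the time points not called STRIPEs, as were the 3 features with the largest falls. Relative to the mean and SD over the time points not called, 150 min lay 3.76, 1.61 and 2.50 SD above for the rises. For the falls it lay at -0.203, -0.154 and -0.634 SD, and at 140 min at -1.37, -0.923 and -0.616 SD. The falls thus stayed within the range of the time points not called. YDL185C-A reached 45.6 TPM at 80 min, which was not called. From the speed of the changes the paper proposes a technical rather than a biological origin of STRIPEs, and from their presence across the transcriptome it concludes that noisy expression of a single gene is ruled out.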

To directly test whether STRIPEs were biological in origin, we compared two technical replicates of time point 180 from the Yeast Cell Cycle 1 dataset (Fig. 2A and B). The two technical replicates show dramatically different transcript levels across the entire transcriptome (Fig. 2A and Supplementary Fig. S3) and substantial changes in distribution of transcript level *Z*-scores across the gene set (Fig. 2B). Interestingly, though both technical replicates exhibit a STRIPE, they are of different subtypes: 180 TR1 is a low STRIPE, whereas 180 TR2 appears as a high STRIPE (Fig. 2A). The diverse expression values observed for the STRIPE at 180 suggest that the origin of the STRIPE is not biological but may have something to do with extraction or processing of that sample. Moreover, the STRIPE at time point 145 min occurring during the second cell cycle was not present in equivalent time points for experimental replicates of the time series, indicating that it likely is not a “normal” part of the dynamics observed in the time series (Supplementary Fig. S4).

We also examined Sample 17 from the Human–*Plasmodium* Developmental Cycle dataset, which consisted of *ex vivo* cultures of human blood infected with *P. vivax* [18]. This dataset contained RNA from two distinct species, sequenced together and then aligned to the respective genomes. Sample 17 exhibited STRIPEs at time points 36 and 39 in both species (Fig. 2C). Interestingly, the STRIPEs present at time points 24 and 27 were only visually identifiable in the human data. However, using the quantitative metric described below, at a certain threshold these were detected as STRIPEs for both species. However, these STRIPEs were not seen in any other of the participants’ samples (data not shown), indicating that these large-scale transcript level changes are not biological. Taken together, the data in Fig. 2 support a technical rather than biological origin underlying STRIPEs.

### The technical origin of STRIPEs

Though the origin of STRIPEs remains unknown, the possible areas of origin include RNA extraction, library prep and sequencing, and alignment and quantification. To determine the technical origin of STRIPEs, we looked for an association between metrics that measure the accuracy of the processes and STRIPEs. During RNA extraction, potential anomalies could originate from degraded RNA. To determine RNA quality, the RNA integrity number (RIN) score—an algorithmic measure of RNA integrity from several features of electrophoresis/electropherogram profiles—was used. For the Yeast Cell Cycle 1 dataset, STRIPEs had a lower RIN score compared to non-STRIPEs (*t*-test *P*-value = .0011). However, for the Yeast Cell Cycle 2 dataset, the opposite was found: STRIPEs had a higher RIN score compared to non-STRIPEs (*t*-test *P*-value = .0794). When samples from both datasets were taken together, STRIPEs had a moderately lower RIN score compared to non-STRIPEs (*t*-test *P*-value = .1033). However, this is likely because the Yeast Cell Cycle 1 dataset contained more time points than the Yeast Cell Cycle 2 dataset and thus made up the majority of the samples in this test. No correlation was found between concentration, 260/280 ratio, or the 260/230 ratio (*t*-test *P*-values of .6184, .9911, and .8402, respectively, for the combined Yeast Cell Cycle 1 and Yeast Cell Cycle 2 datasets). In the tests applied here, a clear correlation was not found (all *t*-test values found in Supplementary Table S2; more information found in Supplementary data).

Next, to determine whether the anomalies occurred during RNA sequencing, we evaluated RNA sequencing metrics (Supplementary Table S2). However, the RNA sequencing passed filter yield in base pairs, number of passed filter reads, Phred quality score (Q30%), and average quality score did not correlate with STRIPE identity (*t*-test *P*-values of .7007, .2644, .9695, and .9589, respectively). We also investigated whether the barcode sequence used for library prep for RNA sequencing could correlate with STRIPE identity. The barcode 5′-ACTGA-3′ mapped frequently to the S288C genome and was also found in two of the STRIPE samples in the Yeast Cell Cycle 1 dataset. However, the frequency of barcode mapping to the yeast genome did not correlate with STRIPE identity (Supplementary Table S3).

Finally, RNA alignment metrics were not consistently different between STRIPE and non-STRIPE samples. For the Yeast Cell Cycle 1 dataset, total reads, total reads aligned uniquely to the yeast genome, and total reads mapped to annotated genes were not significantly different (*t*-test *P*-values of .306, .381, and .236, respectively). For the Yeast Cell Cycle 2 dataset, most metrics showed insignificant differences between STRIPE and non-STRIPE samples (Supplementary Table S2). However, for this dataset, the total reads, the percent of reads that mapped uniquely, and the RSEM alignable percent values were significantly different (*t*-test *P*-values of .0194, .0232, and .0388, respectively), indicating a potential role in RNA-seq alignment and quantification.

To further investigate the role of RNA-seq alignment and quantification, we compared STRIPEs in the Yeast Cell Cycle 1 dataset using three different RNA-seq alignment and quantification pipelines. STRIPE presence and severity were determined using both visual inspection and the STRIPE detection function discussed below. The presence and location of STRIPEs remained consistent; however, the severity and visual appearance of the STRIPEs changed between these RNA-seq tools, indicating that these tools do play a role. Using STAR and Cufflinks [23, 25] for alignment and quantification produced minor bimodal STRIPEs at 145, 175, and 180 (Supplementary Fig. S5), whereas use of STAR and RSEM [23, 26] produced more pronounced lowered expression STRIPEs at these time points (Supplementary Fig. S5). Finally, use of Salmon for alignment and quantification showed increasing severity of the STRIPEs and additional STRIPEs at 170 and 190 also appeared (Supplementary Fig. S5). These changes indicate that alignment and quantification can play a role in the visual appearance of the STRIPE. Though the type of STRIPE was altered, the presence of a STRIPE remained consistent across these methods. These observations suggest that some unknown feature of RNA sequencing data prior to alignment and quantification could be introducing these errors. Alignment and quantification could then handle these errors in different ways to produce different visual output.

### Quantitative detection of STRIPEs in time-series transcriptomic data

Our findings suggest that STRIPEs likely have a technical rather than a biological origin. As these STRIPEs do not represent biological gene expression changes, detection and correction of STRIPEs enable a more accurate downstream analysis of the data. First, we sought to develop methods for quantitative detection of STRIPEs. While STRIPEs are identifiable by visual inspection, unwanted bias could be introduced into the analysis if STRIPE detection is left to subjective visual identification by individual investigators.

To alleviate this challenge, we have developed methods for quantitative STRIPE detection. STRIPEs are defined as nonbiological deviations in these distributions compared to temporally proximate samples (Fig. 3A and Supplementary Fig. S6). STRIPEs can therefore be identified by quantifying the KS distance between neighboring time points or technical replicates and selecting a threshold for this distance statistic. Interestingly, STRIPEs were also identifiable by distribution shape. 

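The peak of each Z-score distribution was located by a Gaussian kernel density estimate in the Yeast Cell Cycle 2 dataset. Over the 24 time points not called STRIPEs, the median of the peak positions was -0.165, and at 12 of these time points the peak lay within 0.3 of 0. The peak lay at 1.27 at 100 min, 0.72 at 140 min and 1.45 at 150 min. Among the time points not called STRIPEs, the peak was farthest to the right at 50 min, at 1.26, and farthest to the left at 270 min, at -1.04. The median Z-score at 50 min was 0.895 and that at 270 min was -0.679.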

Non-STRIPEs primarily showed a *Z*-score transcript level distribution with a peak centered around 0 (Fig. 3A and Supplementary Fig. S6), whereas STRIPEs exhibited a deviation from this trend (Fig. 3A and Supplementary Fig. S6).

**Figure 3.**
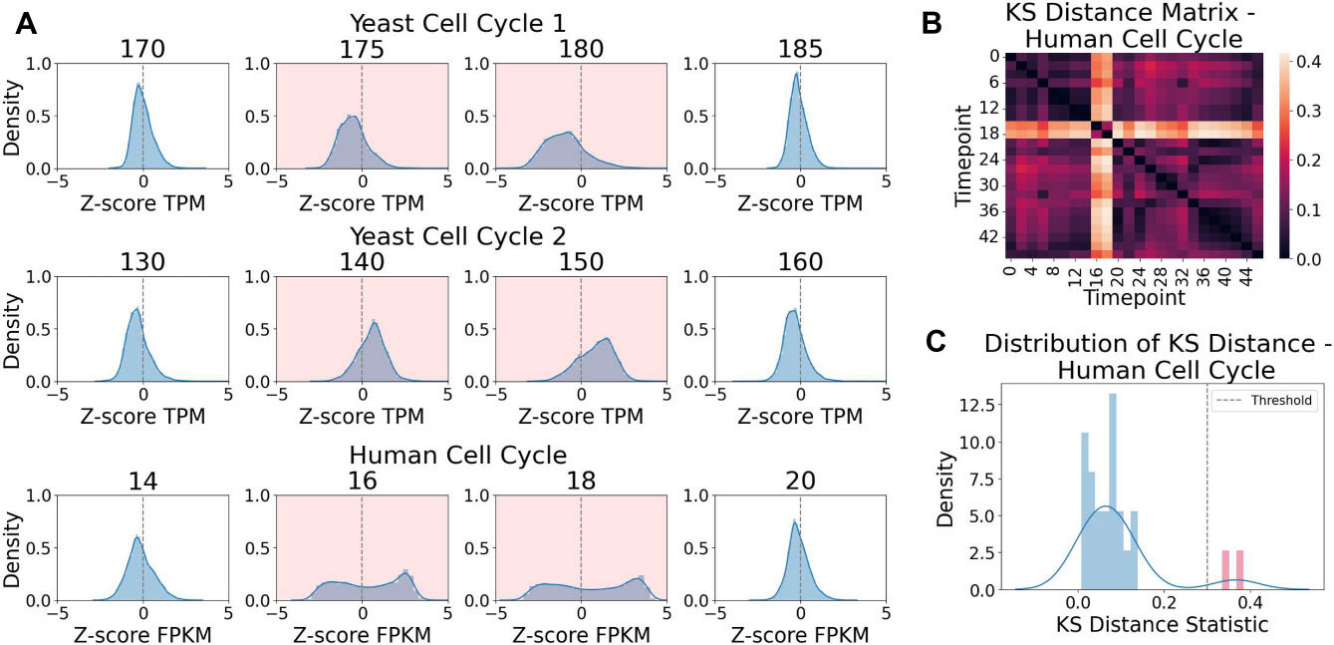
Quantitative Identification of STRIPEs. (**A**) *Z*-score transcript level distributions for representative STRIPEs and their non-STRIPE neighbors for the Yeast Cell Cycle 1, Yeast Cell Cycle 2, and Human Cell Cycle datasets. STRIPE time points distinguished by a pink background and flanking non-STRIPE time points are shown. (**B**) Pairwise KS distance comparisons between every time point in the Human Cell Cycle dataset are shown in a distance matrix. Color bar indicates distance with light colors having the greatest distance. (**C**) The distribution of KS distance statistics for the Human Cell Cycle dataset. For each time point the KS distance was calculated compared to the most recent non-STRIPE neighbor. Two outliers are highlighted in red. These outliers correspond to the visually identified STRIPEs at time points 16 and 18.

Samples in an experiment can be compared in an “all-by-all” approach, where each set of samples is pairwise compared using a KS test [27–30]. The resulting KS distance statistics are plotted in a distance matrix. For the Human Cell Cycle dataset, STRIPEs were easily apparent using this method (Fig. 3B). However, in some cases non-STRIPE time points also deviate from the expected distribution shape. For example, time points taken during the recovery from synchronization in the Yeast Cell Cycle datasets also exhibit a leftward lean in the transcript level distributions (Supplementary Fig. S6A and B). Therefore, this all-by-all comparison matrix performed more poorly in STRIPE identification for these datasets (Supplementary Fig. S7).

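In the Yeast Cell Cycle 2 dataset, the median Z-score was -1.42 at 0 min, -1.68 at 10 min and -0.574 at 20 min, and reached 0.398 at 30 min. The share of genes above their own mean was 21.9%, 13.9% and 28.8% at the first 3 time points, compared to 65.5% at 30 min. The skewness of the Z-score distribution was largest at 10 min, followed by 1.11 at 0 min. At 20 min it was 0.897, below that of some later non-STRIPEs such as 260 min (0.975) and 210 min (0.965).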

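For the Yeast Cell Cycle 2 dataset, the mean KS distance from each time point to the 29 others was largest at 10 min (0.604) and 0 min (0.512). The visually identified STRIPE at 150 min followed in rank 3 (0.419). The non-STRIPE at 50 min had rank 4 (0.383), above 100 min in rank 5 (0.380), and the non-STRIPE at 270 min had rank 6 (0.364), above 140 min in rank 7 (0.356). The mean KS distance at 20 min was 0.335. Without 0, 10 and 20 min, 150 min had rank 1. Median-of-ratios factors moved it to rank 10.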

Instead of an all-by-all comparison, STRIPE detection can be performed by comparing values to neighboring time points, as temporally proximate neighbors should show minor changes in distribution. The STRIPE detection function (STRIPE detector) quantifies changes in distributions by comparing each time point to their most recent non-STRIPE neighbor using a two-sample KS test to determine similarity. To check whether the first time point is a STRIPE, the detection function compares the first and second time points. If they show a significant difference, then the comparison occurs in the reverse direction (from the end of the time series to the front). However, if the last time point is also a STRIPE, the STRIPE detector will fail to establish STRIPE identity. In this case, individual time points should be dropped, or an all-by-all distance matrix should be performed instead. As the STRIPE detection function depends on comparison to the most recent non-STRIPE neighbor, multiple consecutive STRIPEs increase the temporal distance between compared samples. This could also increase the distance between distributions of these samples. In the case of five consecutive STRIPEs, the detection function will check the comparison in the reverse direction. However, if both directions show five consecutive STRIPEs, then the STRIPE detector may struggle to establish STRIPE identity and an all-by-all comparison should be made as shown in Fig. 3B.

At each comparison, the STRIPE detection function labels the time point as a STRIPE or non-STRIPE based on a user-input *P*-value or distance statistic threshold. Selection of this threshold can still be difficult, as all samples will differ from one another to at least a small degree due to biological noise. One method for threshold selection is plotting the distribution of the KS distance statistics and identifying outliers. For example, for the Human Cell Cycle dataset, time points 16 and 18 showed a substantially higher KS distance statistic compared to the rest of the time points in the distribution (Fig. 3C). Therefore, a threshold was selected to include these two points as STRIPEs. These two time points were also previously visually identified as STRIPEs (Figs 1 and 3A). 

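In the Yeast Cell Cycle 2 dataset, the forward comparison of the STRIPE detector began with a KS distance of 0.103 between 0 and 10 min and called every time point from 20 min on. It stopped at 50 min, where 4 time points in a row had been called, and the comparison was made in the reverse direction from 290 min, which receives no distance itself. This gave 6 STRIPEs, at 0, 10, 20, 100, 140 and 150 min. They include the 3 time points identified by visual inspection in Table 1. The KS distances of the time points at the start of the series were 0.529 at 0 min, 0.624 at 10 min and 0.388 at 20 min, each compared to 30 min. The largest KS distance that was not called was 0.251 at 270 min, so no time point lay between this value and 0.388. A threshold of 0.35 gave the same 6 time points, and a threshold of 0.25 added 270 min. Scaling moved the number most, to 0 STRIPEs with median-of-ratios factors, which also took out the calls at 0, 10 and 20 min. Such a factor removes a shift shared by most genes but not changes of single genes. A count of 0 STRIPEs therefore does not show that the time points were corrected.

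**Figure D3:**
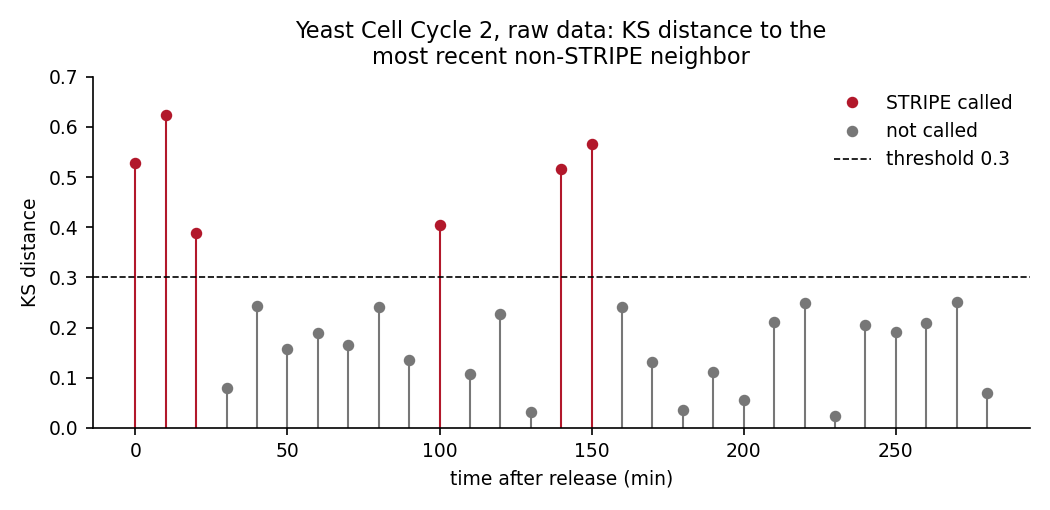
KS distance to the most recent non-STRIPE neighbor (vertical axis, no unit) for the time points of the Yeast Cell Cycle 2 dataset in min (horizontal axis), with the threshold of 0.3 as a dashed line. The 6 called time points, in red, lie at or above 0.388, and the highest of the others, in gray, lies at 0.251.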

For each dataset, the STRIPEs identified by visual inspection matched closely with those identified by the STRIPE detector function (Supplementary Fig. S7). However, when outliers are not apparent from the distribution plot, threshold determination can be difficult. Selection of a threshold in this case depends on the experimental designs and goals. To aid researchers in considering the stringency required, *P*-values can additionally be generated by the STRIPE detection function for review.

Furthermore, several factors should be considered when identifying STRIPEs in a dataset. Here, STRIPEs presented not only as a deviation from their neighbors, but also as a deviation from the expected zero-centered *Z*-score transcript level distribution. Although this deviation could be an indicator of a STRIPE, biological factors could conceivably alter the distribution. Therefore, both the all-by-all matrix comparison and the STRIPE detection function instead depend on comparison to samples for which large-scale changes in the transcriptome are unexpected biologically. However, in cases where threshold selection is difficult, comparisons could additionally be made to a zero-centered *Z*-score transcript level distribution. However, for most comparisons, we recommend comparing to replicate samples or temporally proximate samples, as there are biological factors that cause these distributions to deviate from a perfect zero-centered *Z*-score distribution.

These tools were originally designed to handle time-series transcriptomic data but can easily be used to compare between replicate samples. However, STRIPE detection cannot be accurately performed with an insufficient number of samples. Comparison between two samples, such as in experiments comparing pre- and post-treatment samples, is insufficient to determine whether the distance between samples is unexpected and which sample is the non-STRIPE sample. Even for experiments with three samples, it can be difficult to determine STRIPE identity. For example, if a single outlying sample is identified among three technical replicates, it is likely the STRIPE sample; however, it is possible that the two similar samples are both STRIPEs. With only three samples, it remains impossible to confidently determine which samples are STRIPEs. Each additional technical replicate and each additional time point improves power for STRIPE identification. The STRIPE detection method only identifies differences between samples. As these differences could also reflect true biological dynamics, STRIPE identification also relies on experimental design and interpretation that could reveal whether changes can be biological. For example, gene expression changes can only occur at a certain timescale, so samples can be collected more frequently to show that gene expression changes are not biological. Methods for STRIPE detection are included as Python functions in the Python utilities file (Supplementary File S1) and have been added in an update to the Inherent Dynamics Visualizer [41].

### Methods for correction of technical anomalies

With methods that could quantitatively identify STRIPEs, we aimed to develop methods for “correcting” the STRIPE points to restore the smooth curves expected for the time-series data. However, though we use the term “correction,” in many cases following STRIPE correction methods, the presence of the STRIPE was not fully removed (as discussed further below). Instead, STRIPE correction seeks merely to minimize the impact of these anomalies by returning the expression to an expression pattern as close as possible to the true biology. We show that this “correction” dramatically improves downstream analysis. Therefore, correction of STRIPEs is essential for effective downstream computational analyses and interpretations of the data. We considered two classes of corrections for STRIPE points, including interpolation and normalization approaches.

PCHIP interpolation is a method used to construct unknown new data points from a set of known data points [42]. This is often used for resampling or for reconstruction of missing data [43, 44]. For STRIPE correction, STRIPE time points can be dropped and reconstructed using PCHIP interpolation. This method does not utilize any information contained in the STRIPE time points. Therefore, this method makes two key assumptions: (i) STRIPE samples are sufficiently “flawed” such that they are not informative and (ii) the remaining time points in the experiment can inform the missing data. In this method, any informative transcriptional changes contained within the STRIPE samples are lost.

Another method for correcting STRIPEs is quantile normalization, a method commonly used in microarray studies. Quantile normalization corrects for systematic bias and technical variation by transforming distributions of each sample to have the same statistical properties [45–48]. In contrast to PCHIP interpolation, the quantile normalization method does utilize the data contained in STRIPE time points. Furthermore, it is performed across the entire dataset, rather than performed only on STRIPE time points. The key assumptions of this method are that (i) any variation originates from technical variation rather than from biological factors and therefore (ii) each sample should have the same statistical distributions [46]. When these assumptions are not met, features can be artificially introduced and biological changes can be obscured [45].

We chose quantile normalization because the assumptions appear to align with our findings regarding the distribution changes in STRIPE points (Fig. 3) and the technical origin of the STRIPE. 

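For the Yeast Cell Cycle 2 dataset, the KS distances of the time points not called STRIPEs to their non-STRIPE neighbors had a median of 0.165. They ranged from 0.0228, between 230 and 240 min, to 0.251 at 270 min. The mean KS distance of these time points to the rest of the series was larger, with a median of 0.266 and a lowest value of 0.231 at 90 min. The rest of the series includes the 6 called STRIPEs, so this mean is not a distance among non-STRIPEs alone. Some time points far apart in the series were close in distribution. The STRIPEs at 100 and 150 min were 0.0583 apart, and the non-STRIPE at 50 min was 0.0651 from 100 min and 0.0556 from 150 min.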

Non-STRIPE time points are similar in distribution across the time series, in particular when compared to neighboring time points (Supplementary Fig. S6), whereas STRIPE time points show substantial deviations in these statistical distributions (Fig. 3A and Supplementary Fig. S6). The bulk of evidence indicates that STRIPEs are likely technical rather than biological in origin (Fig. 2). However, in cases where biological factors are expected to alter these distributions in informative ways, the assumptions made by quantile normalization would not be valid.

STRIPE correction was evaluated using both visual inspection and quantitation by the STRIPE detector function. By visual inspection, the correction was considered successful for STRIPE time points that showed a reduction in appearance in the heatmaps and distribution plots following STRIPE correction (Fig. 4). Additionally, the correction was considered successful for STRIPE time points that no longer were detected at the same threshold by the STRIPE detector following STRIPE correction (Table 1).

**Figure 4.**
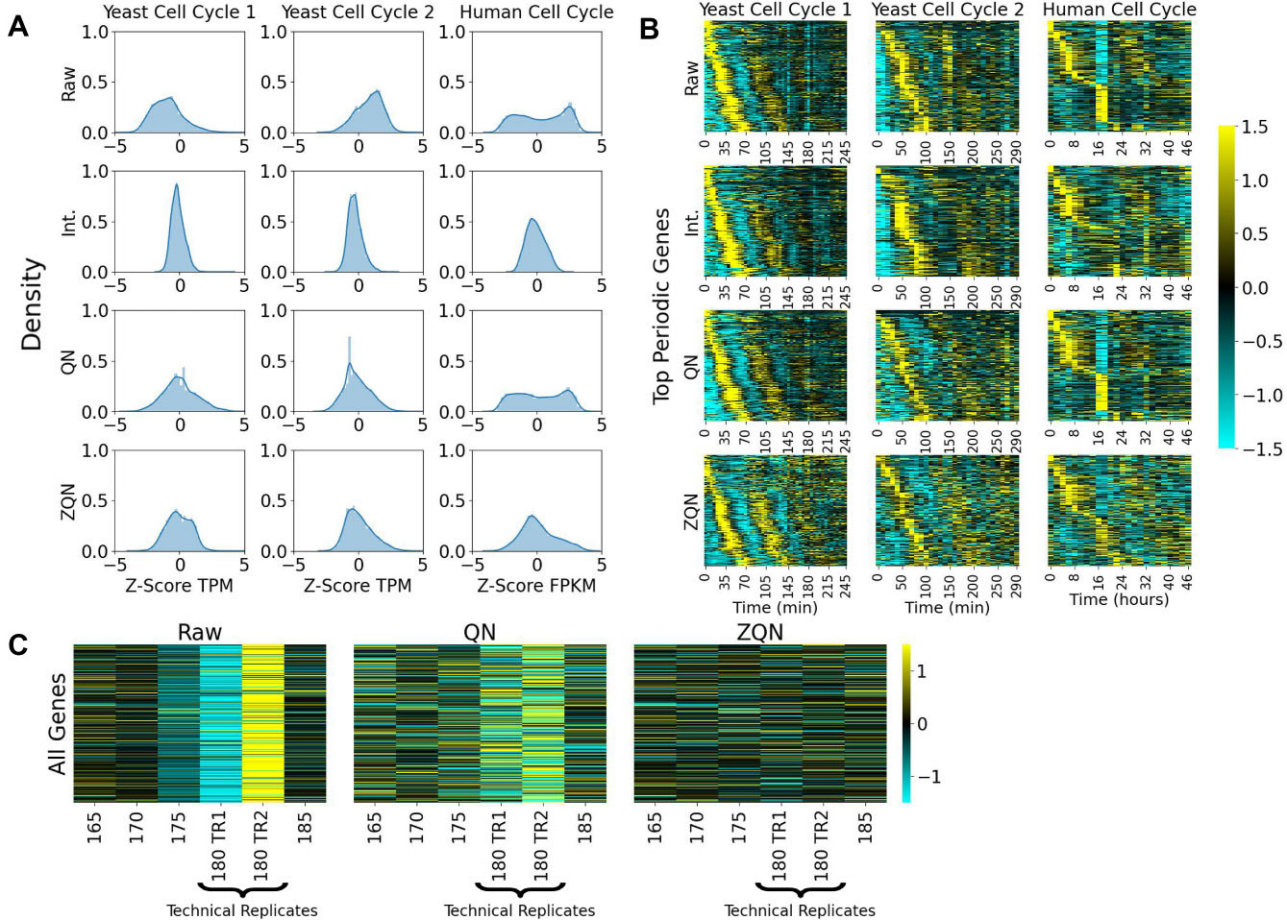
STRIPE correction methods reduce STRIPE appearance. (**A**) The *Z*-score transcript level distribution for a representative STRIPE time point is shown before STRIPE correction and following three STRIPE correction methods for the Yeast Cell Cycle 1, the Yeast Cell Cycle 2, and the Human Cell Cycle datasets. The three STRIPE correction methods include PCHIP interpolation (Int.), quantile normalization (QN), and *Z*-score quantile normalization (ZQN). (**B**) The *Z*-score normalized time-series heatmaps are shown before STRIPE correction (Raw) and following the same three STRIPE correction methods in panel (A). (**C**) The entire transcriptome for the Yeast Cell Cycle 1 dataset, including two technical replicates at TP 180 compared to flanking points before (Raw) and after (QN, ZQN) STRIPE correction using quantile normalization and *Z*-score quantile normalization.

**Table 1.** STRIPE identification

Dataset	Raw	Raw	Int.	QN	ZQN
	Visual inspection	Detector function	Detector function	Detector function	Detector function
Yeast Cell Cycle 1	145	145	None	None	None
	175	175			
	180	180			
Yeast Cell Cycle 2	100	0	0	None	None
	140	10	10		
	150	20	20		
		100			
		140			
		150			
Human Cell Cycle	16	16	None	16	None
	18	18		18	
	32				

STRIPEs identified in the Yeast Cell Cycle 1, Yeast Cell Cycle 2, and Human Cell Cycle datasets both prior to STRIPE correction (Raw) and following three STRIPE correction methods. The three STRIPE correction methods include PCHIP interpolation (Int.), quantile normalization (QN), and *Z*-score quantile normalization (ZQN). For the Raw data, STRIPEs were identified using both visual inspection and the STRIPE detector function. Following successful STRIPE correction, the number of STRIPEs identified by the function was reduced. Note that the 0, 10, and 20 min time points from the Yeast Cell Cycle 2 dataset were not interpolated.

PCHIP interpolation performed well on all datasets, with all STRIPEs showing a visual and quantifiable reduction following this correction method. This was seen by a reduction in the leftward, rightward, and bimodality of the distribution (Fig. 4A and Supplementary Fig. S6), a reduction in the appearance of the STRIPEs (Fig. 4B), and a lack of identification by the detector function at the same threshold (Table 1 and Supplementary Fig. S8). Time points 0, 10, and 20 were still detected in the Yeast Cell Cycle 2 dataset as these time points were not interpolated. 

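After PCHIP interpolation of 100, 140 and 150 min, which replaces their TPM by a curve through the remaining time points, the STRIPE detector called 3 time points. Their KS distances were 0.527 at 0 min, 0.621 at 10 min and 0.386 at 20 min. The interpolated time points had KS distances of 0.0890 at 100 min, 0.0254 at 140 min and 0.0361 at 150 min, where 140 min was compared to the interpolated 150 min. Interpolated values lie between those of the retained time points on either side, so these small distances were largely fixed in advance by the method. The largest distance not called was 0.259 at 40 min, which a threshold of 0.25 would add. The Methods name 110 min in place of 100 min for interpolation. With 110, 140 and 150 min interpolated, 4 time points were called, namely 0, 10, 20 and 90 min, with a KS distance of 0.214 at 100 min and 0.288 at 110 min. When 0, 10 and 20 min were left out before interpolation of 100, 140 and 150 min, 0 time points were called.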

Interpolation was performed only on time points identified by both visual inspection and the STRIPE detector function, as we suspected that time points 0, 10, and 20 could have a biological origin due to the release from synchronization.

However, quantile normalization performed inconsistently across datasets. Both Yeast Cell Cycle datasets showed full correction of all STRIPEs following quantile normalization (Fig. 4A and B, Table 1, and Supplementary Fig. S6A and B). However, the STRIPEs at time points 16 and 18 in the Human Cell Cycle dataset were not corrected as the bimodality of the distribution remained (Fig. 4A and Supplementary Fig. S6C), the appearance of the STRIPEs was not reduced in the heatmap (Fig. 4B), and the STRIPEs at time points 16 and 18 were still detected (Table 1). Similarly, a KS all-by-all comparison matrix showed persistence of the STRIPEs following quantile normalization.

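In the Yeast Cell Cycle 2 dataset, quantile normalization replaced the TPM at each time point by the mean of the equally ranked TPM over the series, so that every time point had the same distribution of TPM before Z-scores were taken. The STRIPE detector then called 0 time points, in the forward direction. The KS distances were 0.122 at 100 min, 0.0744 at 140 min and 0.0651 at 150 min, the last compared to 140 min, with a median of 0.0926 over all comparisons. From 150 to 160 min the distance was 0.148. The largest was 0.189 at 280 min. Each of the 9 alternatives tried for this step also gave 0 STRIPEs.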

Quantile normalization is performed on the raw data, followed by subsequent *Z*-score normalization for visualization and for the STRIPE detection function. Therefore, the definition of STRIPE depends on *Z*-score normalized data. As quantile normalization was not successful in correcting STRIPEs in all of the datasets, we additionally tested *Z*-score quantile normalization, where the data were first *Z*-score normalized and then quantile normalized. Therefore, the difference between the quantile normalization and *Z*-score quantile normalization methods lies only in the order of operations, much like the difference between RPKM/FPKM and TPM [49]. *Z*-score quantile normalization (ZQN) successfully corrected the STRIPEs in all three datasets (Fig. 4A and B, and Table 1). 

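With Z-score quantile normalization of the Yeast Cell Cycle 2 dataset, 0 time points were called. Because the Z-scores themselves are given the same distribution at every time point, only the Z-score that the STRIPE detector takes again and tied values leave differences. The KS distances had a median of 0.0287, and the largest was 0.0681 at 140 min. At 100 min it was 0.0364. It was 0.0178 between 140 and 150 min and 0.0661 between 150 and 160 min. The authors' deposited table of corrected scores holds the same genes as the values computed here from the TPM table, and the largest difference between the scores was below 1e-12.

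**Figure D4:**
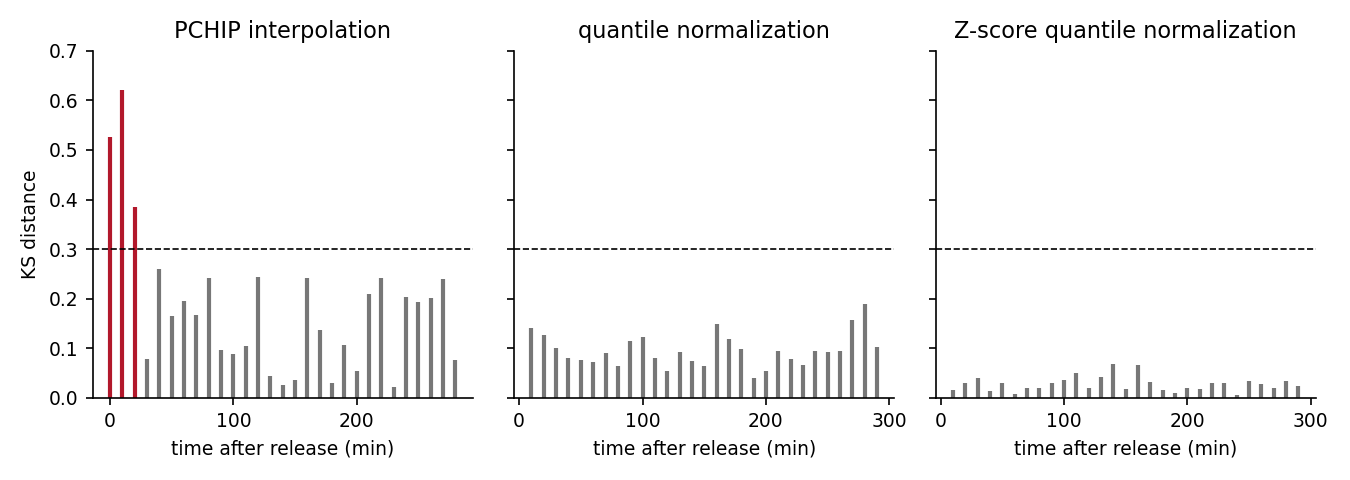
KS distance to the most recent non-STRIPE neighbor (vertical axis, no unit) for time points of the Yeast Cell Cycle 2 dataset in min (horizontal axis) after each correction method, with the threshold of 0.3 as a dashed line and called time points in red. After interpolation 3 time points remain above the threshold, and the largest distances are 0.189 after quantile normalization and 0.0681 after Z-score quantile normalization.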

Notably, the STRIPEs in the Human Cell Cycle dataset that persisted following quantile normalization were successfully corrected using *Z*-score quantile normalization by visual inspection (Fig. 4A and B, and Supplementary Fig. S6C) and by the STRIPE detector function (Table 1). Additionally, the KS distance all-by-all comparison matrices showed a reduction of the STRIPE (Supplementary Fig. S8).

The two-quantile normalization STRIPE correction methods were additionally applied to the technical replicates 180 TR1 and 180 TR2 from the Yeast Cell Cycle 1 dataset (Fig. 4C). After both quantile normalization and *Z*-score quantile normalization, the appearance of the STRIPEs was dramatically reduced for both technical replicates, though the transcript levels between the two technical replicates were not identical even following normalization (Fig. 4C).

As described earlier, the different STRIPE correction methods make different key assumptions. As shown in Fig. 4, these methods also perform differently on experimental data. Therefore, selection of the correct STRIPE correction method is vital to ensure accurate downstream analysis. Where possible, minimally processed data are often preferred to avoid introducing bias. For experiments with changes in distributions confined to STRIPE samples, quantile normalization is the preferred method as it does not necessitate dropping information. Furthermore, in the case of multiple consecutive STRIPEs, interpolation may not be sufficient as remaining data contain large temporal gaps, thus also necessitating use of quantile normalization for STRIPE correction. However, in cases where quantile normalization does not correct the STRIPE, use of *Z*-score quantile normalization instead is recommended. In the case where neither quantile normalization method is sufficient for STRIPE correction, interpolation can then be introduced to ensure successful STRIPE correction. Interpolation is also the preferred method for STRIPE correction where the datasets are expected to violate the assumptions made by quantile normalization. For example, quantile normalization will obscure cases where biological factors introduce informative changes in distribution shape.

Each of these methods has been implemented in an update to the Inherent Dynamics Visualizer to allow for user-friendly data visualization and data cleanup [41], to allow for user-friendly STRIPE correction. Additionally, they are included as Python functions in the Python utilities file (Supplementary File S1).

### Correction of technical anomalies improves downstream analysis

Reproducible analyses of transcriptomic data rely on the assumption that samples are relatively free of noise, with any changes between samples stemming entirely from biological origins. A common analysis for the cell cycle and circadian fields includes identification of periodic genes as shown in Fig. 1. The presence of STRIPEs can confound periodicity analysis by over-representing genes for which the biological dynamics fall in line with the false peaks and troughs introduced by the STRIPE (Fig. 5). Conversely, genes for which the STRIPE interrupts the biological dynamics will be underrepresented, as the STRIPE would obscure the true periodic behavior of the genes. Therefore, transcriptome changes introduced by technical anomalies such as STRIPEs can impede downstream analysis.

**Figure 5.**
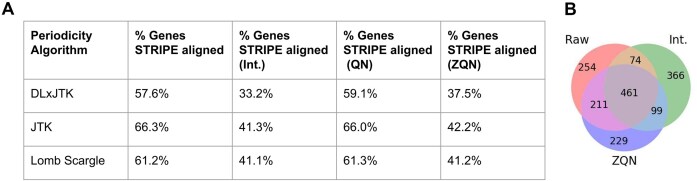
STRIPE correction improves periodicity analysis performance. (**A**) The top 1000 periodic genes were compared for the Human Cell Cycle dataset using DLxJTK, JTK_CYCLE, and Lomb–Scargle between the raw data and the three STRIPE correction methods. The percentage of genes for which a biological peak or a trough fell in line with the STRIPE time points 16 and 18 was quantified. (**B**) Venn diagram comparing the number of genes identified in the TOP 1000 by JTK using the raw data, the interpolated data (Int.), and the *Z*-score quantile normalized data (ZQN) for the Human Cell Cycle dataset.

To ask whether STRIPE detection and correction can alleviate issues with downstream analyses, we investigated the effect of STRIPEs on periodicity analysis using common periodicity tools JTK_CYCLE [34], DLxJTK [35], and Lomb–Scargle [36–38]. Using the Human Cell Cycle dataset, the top 1000 most periodic genes by each periodicity ranking algorithm were selected. Assuming peak time is uniformly distributed across the time points over a single cell cycle (in this case, 12 time points), we would expect ∼17% of the genes to fall in line with the two STRIPEs for the Human Cell Cycle dataset. While peak-time-based phase assignment remains inconsistent across studies [50], this assumption is not unreasonable. For human cell cycle, the percent of genes peaking in each phase was previously shown to be uniformly distributed: between 16.8% and 24.1% of cell-cycle genes were shown to peak in each phase [51]. In contrast, the percentage of genes in line with the STRIPEs at time points 16 and 18 represented around 62% of all genes (Fig. 5A). This indicates an over-representation of genes in line with the STRIPE time points. Following STRIPE correction, the over-representation was reduced from 62% to 39% and 40% for interpolation and *Z*-score quantile normalization, respectively (Fig. 5A), indicating an improvement of periodicity analysis following successful STRIPE correction. Notably, these percentages were not fully restored to the expected 17%. As also observed in Supplementary Fig. S8, STRIPE “correction” does not fully remove the impact of the STRIPEs but rather minimizes their impact to improve downstream analysis. Since quantile normalization performed poorly on the Human Cell Cycle dataset (Fig. 4), as expected, the over-representation was not improved for this method (Fig. 5A).

In another analysis, the top 1000 genes as ranked by JTK_CYCLE were compared using the Human Cell Cycle dataset between the raw, interpolated, and *Z*-score quantile normalized data. There was a large overlap of 461 genes between the three methods (Fig. 5B). However, there was also a large set of genes that were nonverlapping (Fig. 5B). The set of genes unique to a correction method further indicates that the presence of STRIPEs interferes with the ability of periodicity algorithms to accurately rank the periodicity of the genes. As STRIPEs lead to an over-representation of genes in a specific phase that fall in line with the STRIPE, periodicity analyses will overlook many important periodic genes not in line with the STRIPE. Moreover, downstream analyses that depend on proper identification of top periodic genes, such as network inference tools [41, 52], will also be obscured. Therefore, correction of STRIPEs is integral to accurate analysis of the data.

Many other potential downstream analyses could be obscured by the presence of a STRIPE. While this paper cannot explore all potential downstream analyses, we additionally used a Python implementation of DESeq2 [53, 54] to identify differentially expressed genes between STRIPE and non-STRIPE samples. Though there is no biological difference distinguishing STRIPE and non-STRIPE (as discussed previously), a significant number of genes are differentially expressed between the STRIPE and non-STRIPE samples (Supplementary Table S4). This indicates that STRIPE presence can substantially impede such analyses.

Another option for handling STRIPE anomalies is dropping the affected samples. For some experiments, information from neighboring time points or replicate samples could be sufficient for analysis. For example, in the Yeast Cell Cycle 1 dataset, the STRIPEs primarily obscure the third cycle, whereas periodicity can be verified with two cycles [55]. Therefore, sufficient information is contained in the Yeast Cell Cycle 1 dataset even when all STRIPEs are dropped. However, this is not always possible. Many experiments do not have sufficient samples. In which case, the loss of a sample could be detrimental to analysis. For example, many experiments would not have technical replicates or neighboring time points to utilize. In these cases, use of the transcriptional data within the STRIPE would be necessary for any analysis to be possible.

Even for time-series experiments, some analysis may depend on regularly sampled time series. For example, while Lomb–Scargle [36–38, 56] can handle irregularly sampled time series, this is not true of all analysis algorithms [55]. For example, DLxJTK used in Fig. 5 cannot be run on irregularly sampled data. This necessitates STRIPE correction rather than STRIPE removal. Interpolation drops the STRIPE time points and “reconstructs” them using information from neighboring time points, thus allowing for missing data to be filled in for analysis. However, as previously discussed, any informative transcriptional changes contained within the STRIPE samples are lost. STRIPE correction via quantile normalization allows for these potentially key insights to be kept, while correcting the confounding influence of the technical anomaly.

## Discussion

Time-series transcriptomic analyses provide temporal information regarding dynamic processes. These time-series transcriptomic studies have revealed STRIPEs: technical anomalies that correspond to erroneous large-scale transcriptomic differences between samples. We show these STRIPEs have a technical rather than biological origin. As these STRIPEs do not represent true biology, their identification and correction are integral to proper interpretation and downstream analysis. We have developed a quantitative method for STRIPE detection and three methods for STRIPE correction in time-series transcriptomic datasets to diminish these concerns. The methods for STRIPE correction include PCHIP interpolation, quantile normalization, and *Z*-score quantile normalization. Interestingly, we rarely observed stripes in time-series transcriptomic experiments using microarrays. This discrepancy could be related to a quantile normalization step frequently included in microarray processing pipelines to remove systematic bias and technical variation. While some RNA-seq pipelines and analyses do employ quantile normalization, it is a step that is frequently absent in RNA sequencing studies [57–59]. Consistently adding quantile normalization (specifically *Z*-score quantile normalization) to RNA-seq processing pipelines could prove a crucial step to reducing the presence of STRIPE artifacts in RNA-seq data. Additionally, other normalization procedures could also minimize the impact of STRIPEs on downstream analysis. Here, we focus on highlighting a potential problem, rather than a comprehensive analysis of additional normalization methods. *Z*-score quantile normalization successfully corrected the STRIPES; however, STRIPEs remained in the Human Cell Cycle dataset following quantile normalization alone (Fig. 4B). The normalization procedure in CuffNorm did not successfully correct STRIPEs for the Yeast Cell Cycle dataset processed using Cufflinks2 and CuffNorm (Supplementary Fig. S5). Similarly, the normalization implemented by DESeq2 did not correct STRIPE presence, as a substantial number of differentially expressed genes were still detected between STRIPE and non-STRIPE samples even following DESeq2 normalization (Supplementary Table S4). In contrast, successful STRIPE correction using interpolation reduces the differential expression between STRIPE and non-STRIPE samples substantially (Supplementary Table S4).

We have demonstrated that STRIPE correction enables more accurate analysis of the data, by minimizing the impact of STRIPEs on downstream analysis and visualization. To aid in user-friendly STRIPE detection and correction for more accurate analysis of transcriptomic data, we have incorporated the STRIPE detection and correction functions into a “Data Visualization and Cleanup” update to the Inherent Dynamics Visualizer [41]. STRIPE detection and correction depend on the use of either technical replicates or closely neighboring time points.

However, these methods also have limitations. First, as seen in Fig. 5 and Supplementary Fig. S8, STRIPE correction does not fully correct the impact of the STRIPE, but rather minimizes the impact. Once the technical origin is understood, additional efforts should be made to avoid STRIPEs or attempt full STRIPE correction. Additionally, because we do not yet understand the technical origin of STRIPEs, detection of STRIPEs depends on comparison to additional samples (either technical replicates or temporally proximate neighbors). Determining whether changes identified by the STRIPE detector are biological or technical in nature relies on experimental design and interpretation. STRIPEs are most concerning in experiments in sparse time series with a limited number of samples. Due to cost limitations, many transcriptomic studies are performed using few samples—with limited replicates and/or infrequent time points—which can introduce bias and impair reproducibility [60–66]. For example, studies may only sample twice: before and after treatment. With only two samples, STRIPEs would be indistinguishable from true biological dynamics, as any changes identified at longer timescales could be biological or nonbiological in nature. At shorter timescales, where large-scale gene expression changes would be biologically infeasible, we could determine whether a STRIPE was present; however, determining which sample was a STRIPE would be impossible without another point of reference.

Though the STRIPE detection function can identify changes even with very limited numbers of samples, determining the origin of these changes remains difficult or impossible with sparse sampling. Introduction of even just two technical replicates at each point improves the confidence of STRIPE detection. Previously it has been suggested that six technical replicates per condition is the “gold standard” for RNA-seq experimental design [63]. For periodic biological processes, though increasing the number of replicates does increase statistical power, increasing temporal resolution performs even better [34, 60, 67]. With only a few time points per cycle, it can be difficult to distinguish between biological transcriptome changes and those introduced by STRIPEs. Analysis is typically improved by use of at least 10–12 samples per cycle [22, 60]. To test the sensitivity of the detector to sample number, we performed a leave-one-out analysis where time points from the HCC time series were left out to calibrate STRIPE detector performance in time series with fewer time points. Though STRIPE detection was possible with more limited sample numbers and differences between time points were always detectable, in general, STRIPE detection is improved by increased sample number (Supplementary Fig. S9). Note that the detection of sample 16 was still detectable when only every fourth point was used (Supplementary Fig. S9C), and that the loss stripe detection of sample 18 was due to its omission when every other time point was dropped (Supplementary Fig. S9B). To prevent false identification of large transcriptome changes resulting from these technical anomalies, we highly encourage increased sampling frequency and/or incorporation of technical replicates.

STRIPEs likely originate from one (or several) of the steps in the collection and sequencing process to generate time-series transcriptomic data: RNA extraction, library construction, RNA sequencing, and/or alignment and quantification. From the common metrics collected in these three steps, we have not yet found a well-correlated indicator that would suggest a technical origin and thus a potential fix. Some STRIPEs were conserved between the two species, indicating a likely technical origin (Fig. 2C). That said, in Fig. 2C, we observed that other STRIPEs appeared inconsistently between the same samples mapped to the human genome or the parasite genome. This could potentially reflect some difference in how the reads are mapped to the genomes, or another difference. Consistent with that observation, we have found that the appearance and severity of the STRIPE can vary substantially with the methods used for alignment and quantification (Supplementary Fig. S5). Although we have not established a reproducible connection, batch effects or barcodes used in the construction of sequencing libraries could conceivably play a role (Supplementary Table S3). Without understanding the technical origin, it remains impossible to identify STRIPEs in single point or widely spaced temporal samples, which can easily introduce errors in the interpretation of these sparse transcriptomic data.

## Supplementary Material

gkaf524_Supplemental_Files

## Data Availability

The data underlying this article are available in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) with the following accession numbers: GSE270331 for the Yeast Cell Cycle 2 dataset and GSE270332 for the Human Cell Cycle dataset. Previously published data were used for this work and are available in the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) with the following accession numbers: GSE80474 for the Yeast Cell Cycle 1 dataset [17], GSE8799 for the Yeast Cell Cycle 1 microarray datasets [9], GSE209877 for the Human–*Plasmodium* Developmental Cycle dataset [18], and GSE57683 for the STRIPE containing dataset from Wang *et al.* [19].

# Supplementary material for: Identification and correction of time-series transcriptomic anomalies
**Source:** Nucleic Acids Res. 2025 Jun 30;53(12):gkaf524. doi: 10.1093/nar/gkaf524
**Supplement:** gkaf524_Supplemental_Files

# SUPPLEMENTAL MATERIAL

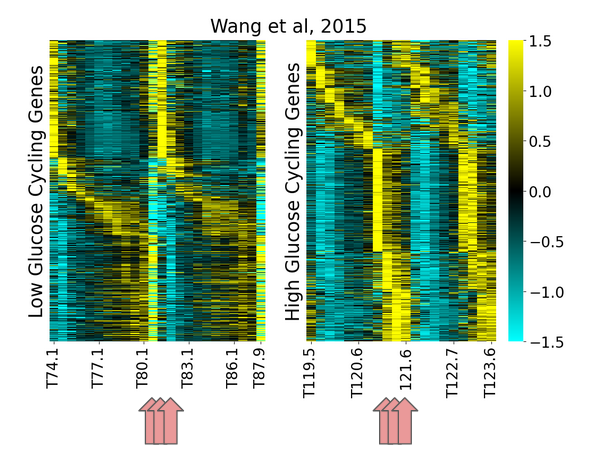

**Supplemental Figure 1: STRIPEs Identified in Wang et al., 2015.** STRIPEs were additionally identified in literature datasets outside of our lab in Wang et al. (Wang et al., 2015). STRIPEs identified by the detector function were highlighted with red arrows.

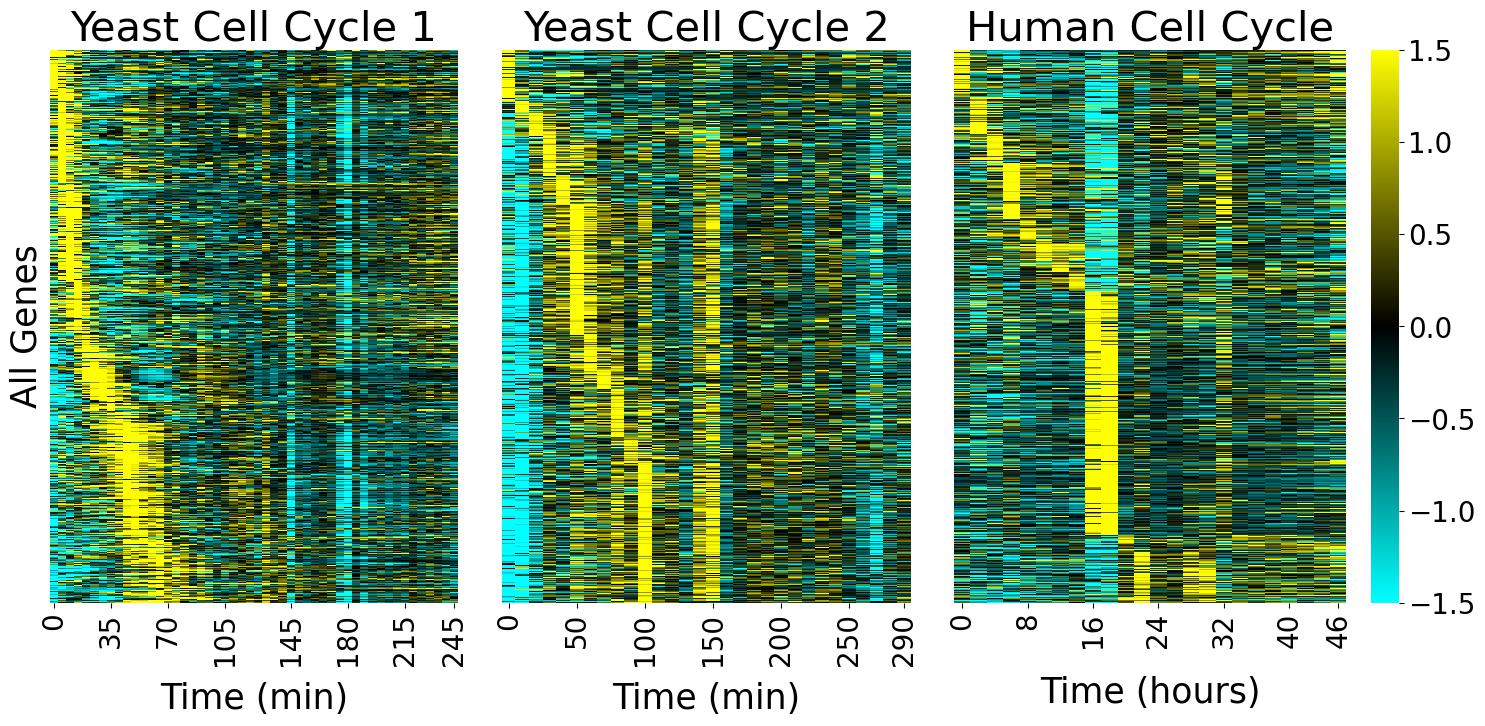

**Supplemental Figure 2: STRIPE Identification across the entire Transcriptome.** The entire transcriptome was plotted for each dataset in Figure 1a.

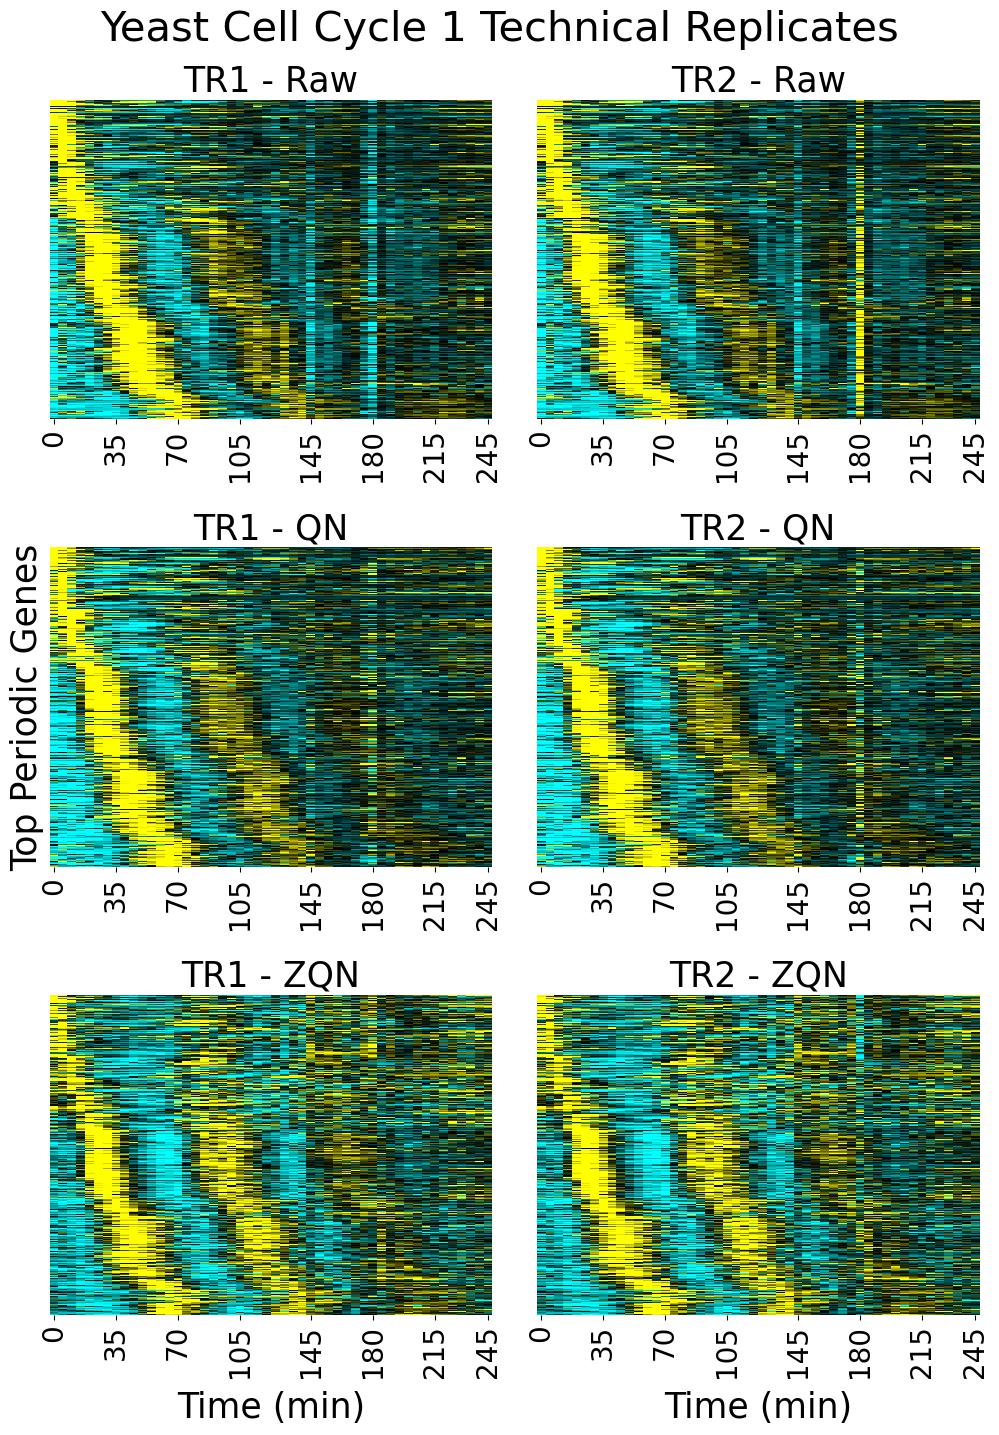

**Supplemental Figure 3: Technical Replicates Yeast Cell Cycle 1 Time-Series Show Different Expression Before STRIPE Correction.** Technical replicates 180 TR1 and 180 TR2 in the context of the entire Yeast Cell Cycle 1 time-series experiment. STRIPEs are corrected using quantile normalization (second row) and Z-score quantile normalization (bottom row).

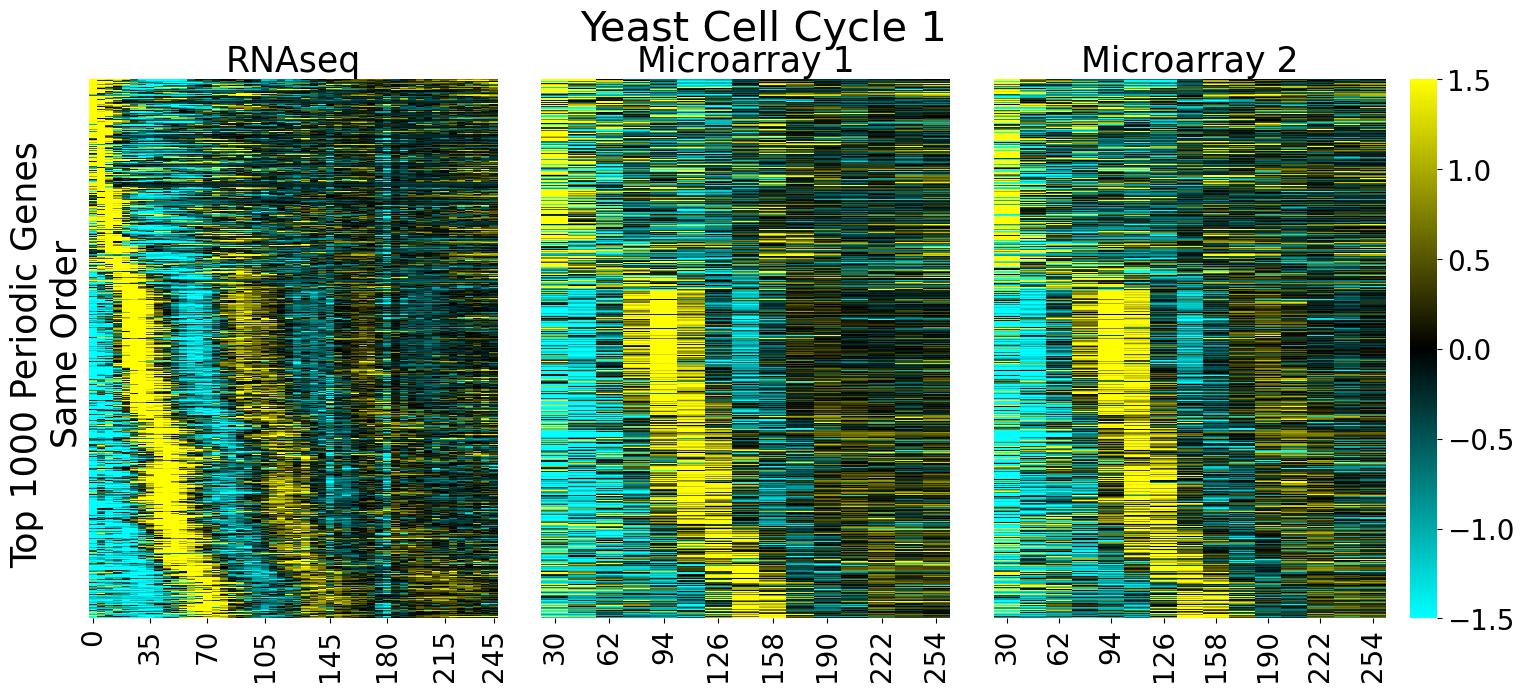

**Supplemental Figure 4: STRIPEs Present Only in One Experiment Across Replicates.** Yeast Cell Cycle 1 replicates across sequencing platforms (RNA-seq, Microarray 1, and Microarray 2). All three time-series experiments were performed in the same manner in optimal growth conditions and then processed using either RNA-sequencing or microarray. The same genes were shown in the same order for all three datasets. A STRIPE in the middle of the second cycle occurs only in one dataset, indicating it is not a biological transcriptional change.

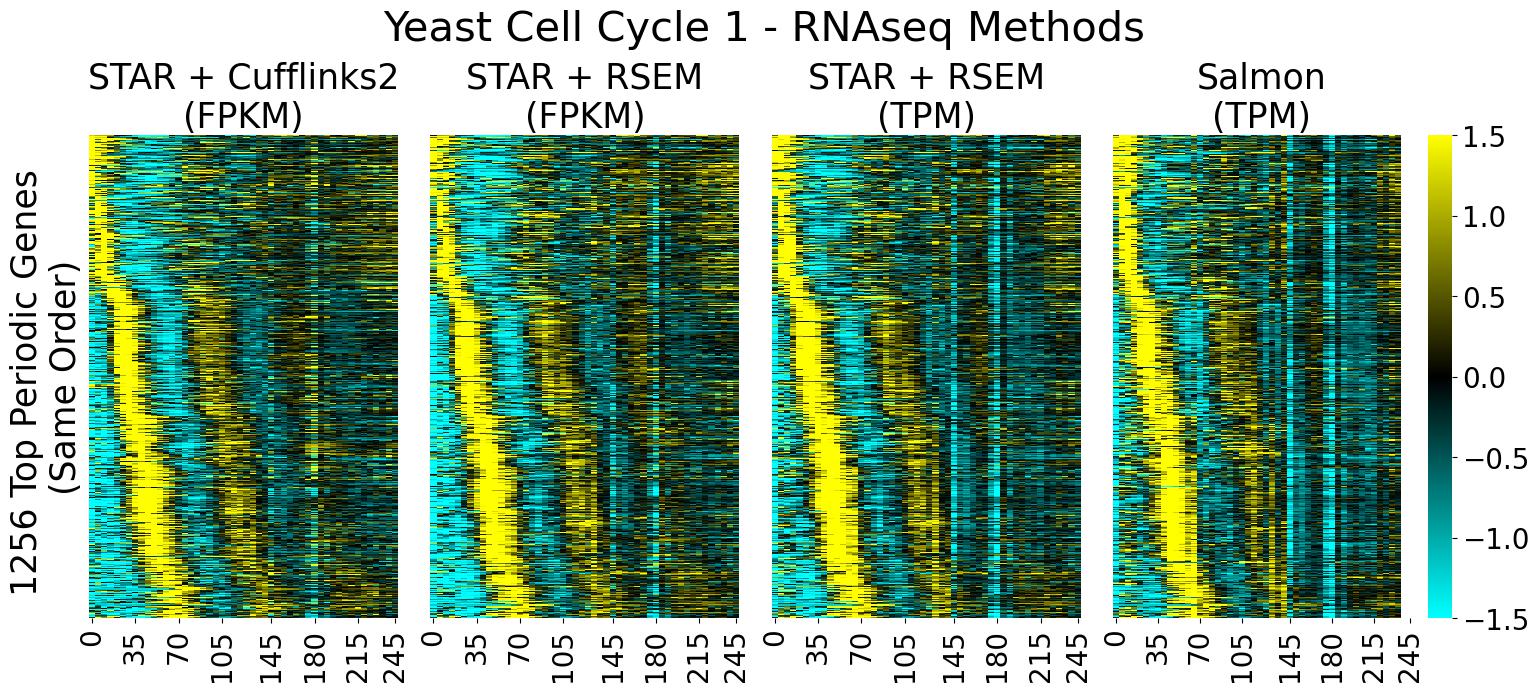

**Supplemental Figure 5: STRIPE Appearance Varies Across Different RNA-Sequencing Tools.** The RNA-sequencing raw data from the Yeast Cell Cycle 1 dataset was aligned and quantified using 3 different pipelines: STAR + Cufflinks 2, STAR + RSEM, and Salmon. As STAR + RSEM can produce both TPM and FPKM, both were compared. In each case STRIPEs are identified at timepoints 145, 175, and 180, however the severity in appearance varies across the different alignment and quantification pipelines. The STRIPEs present as bimodal STRIPEs only following alignment and quantification with STAR + Cufflinks2. Following alignment and quantification with STAR + RSEM for both FPKM and TPM, as well as for Salmon, produces lowered expression STRIPEs. Additionally, following alignment and quantification with Salmon, additional STRIPEs appear compared to the other RNA-sequencing pipelines.

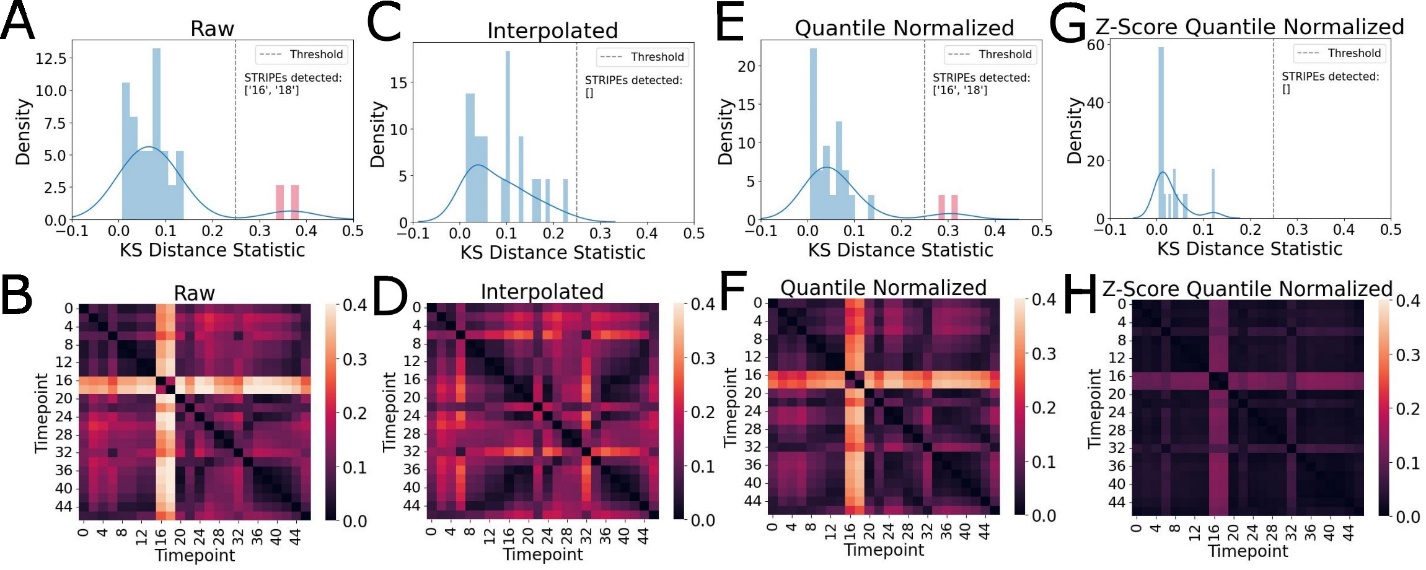

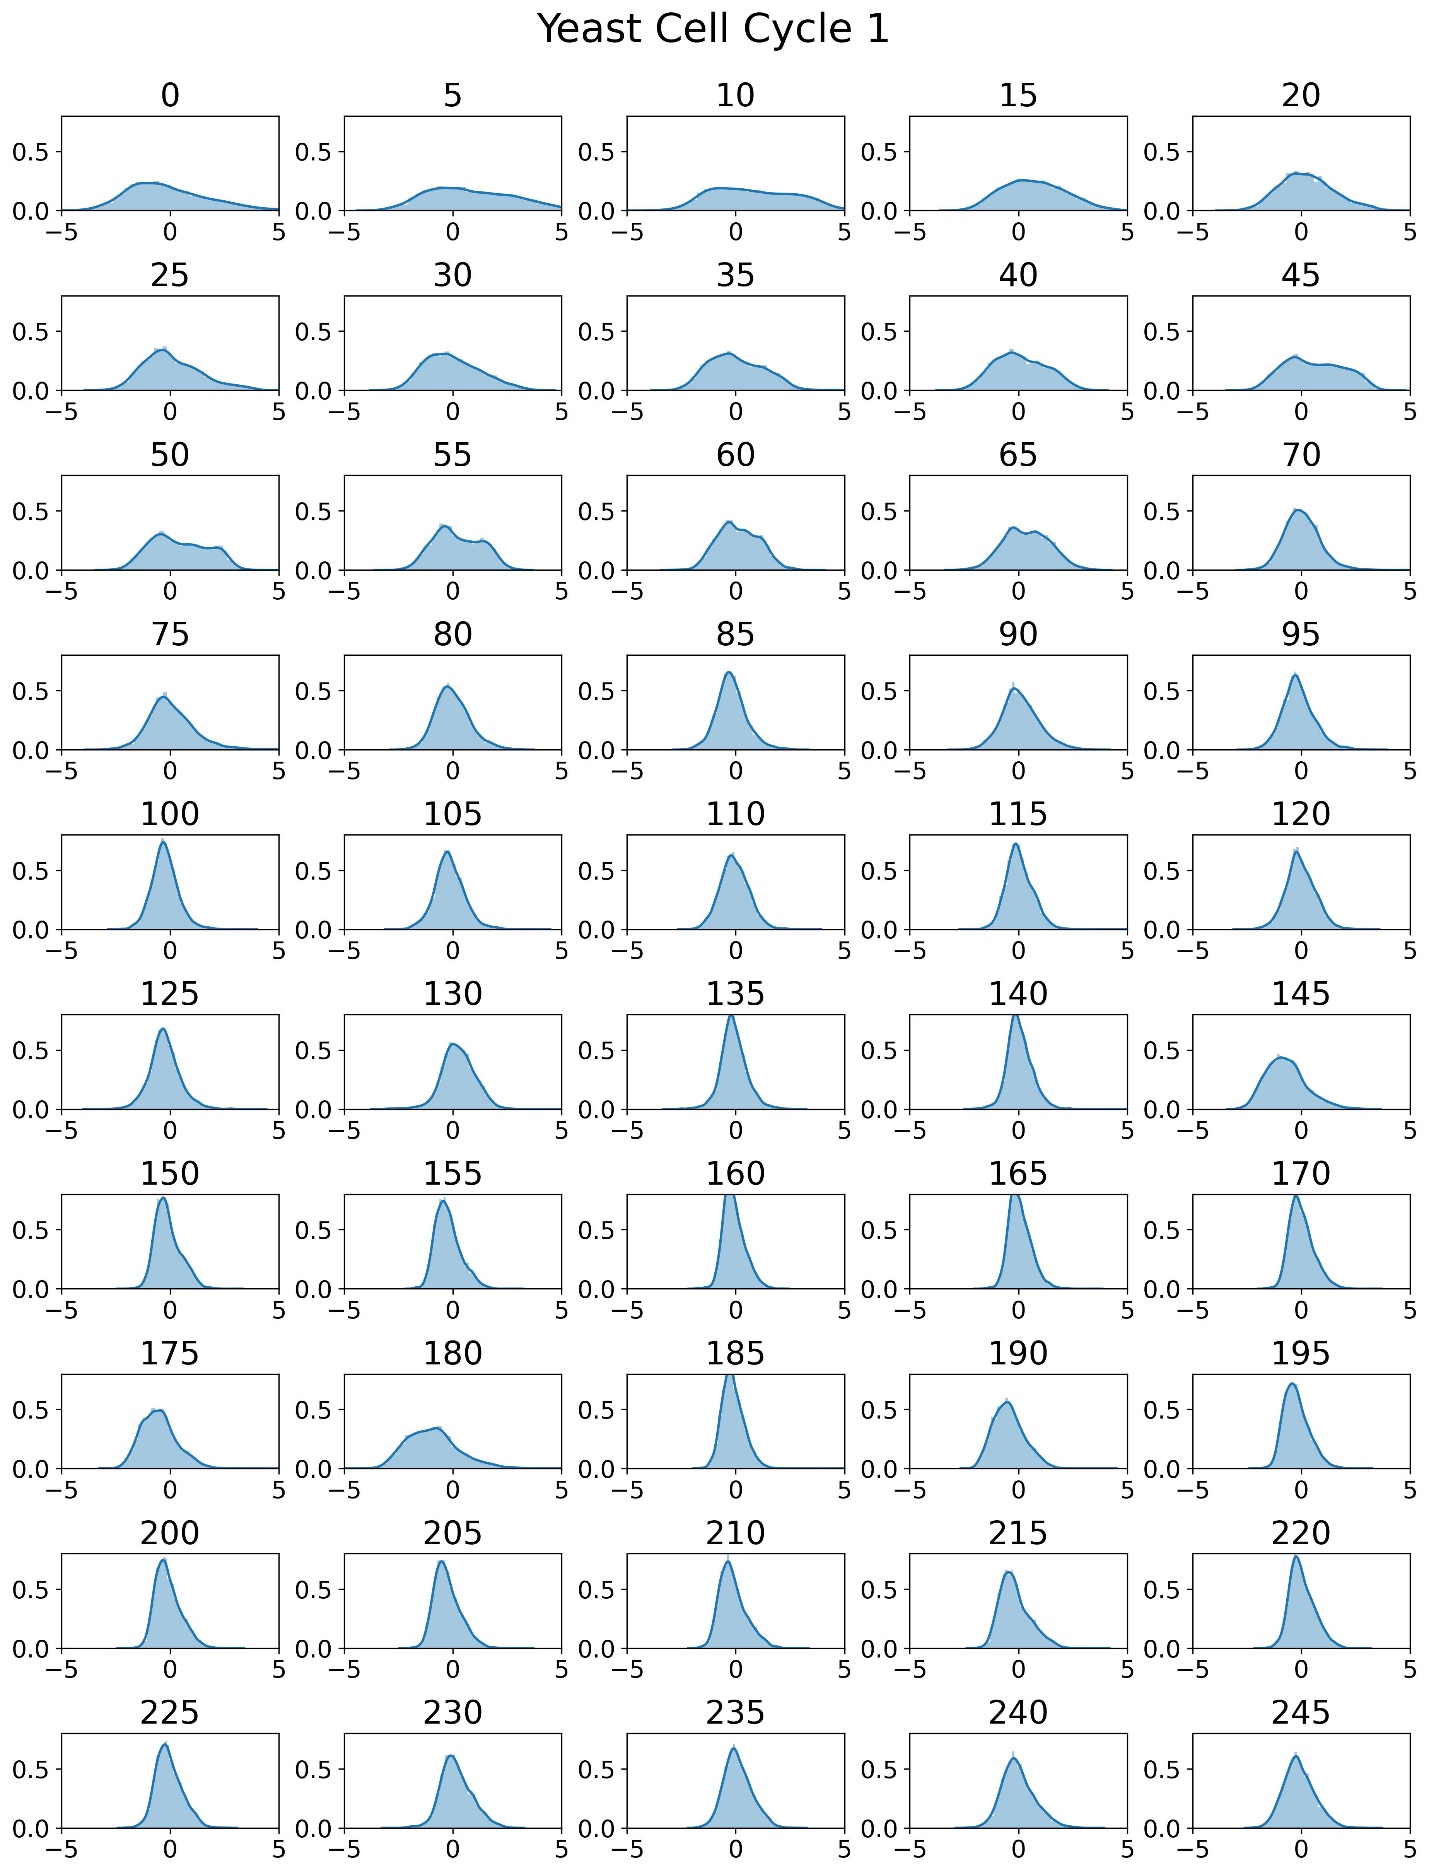

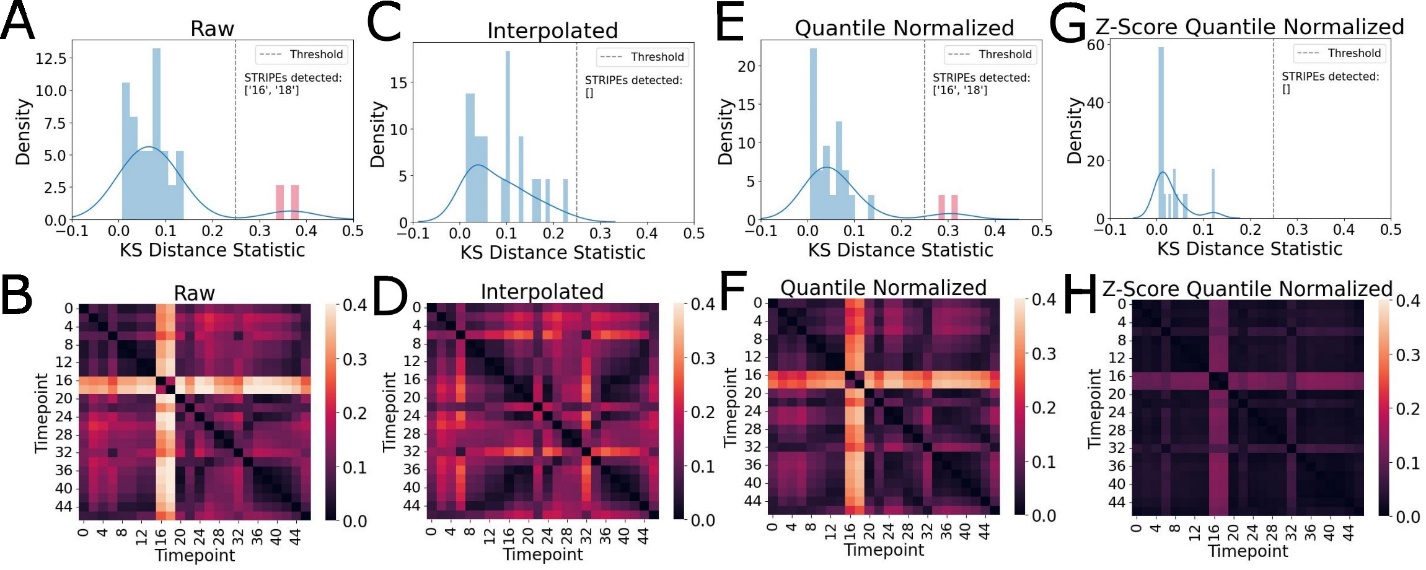

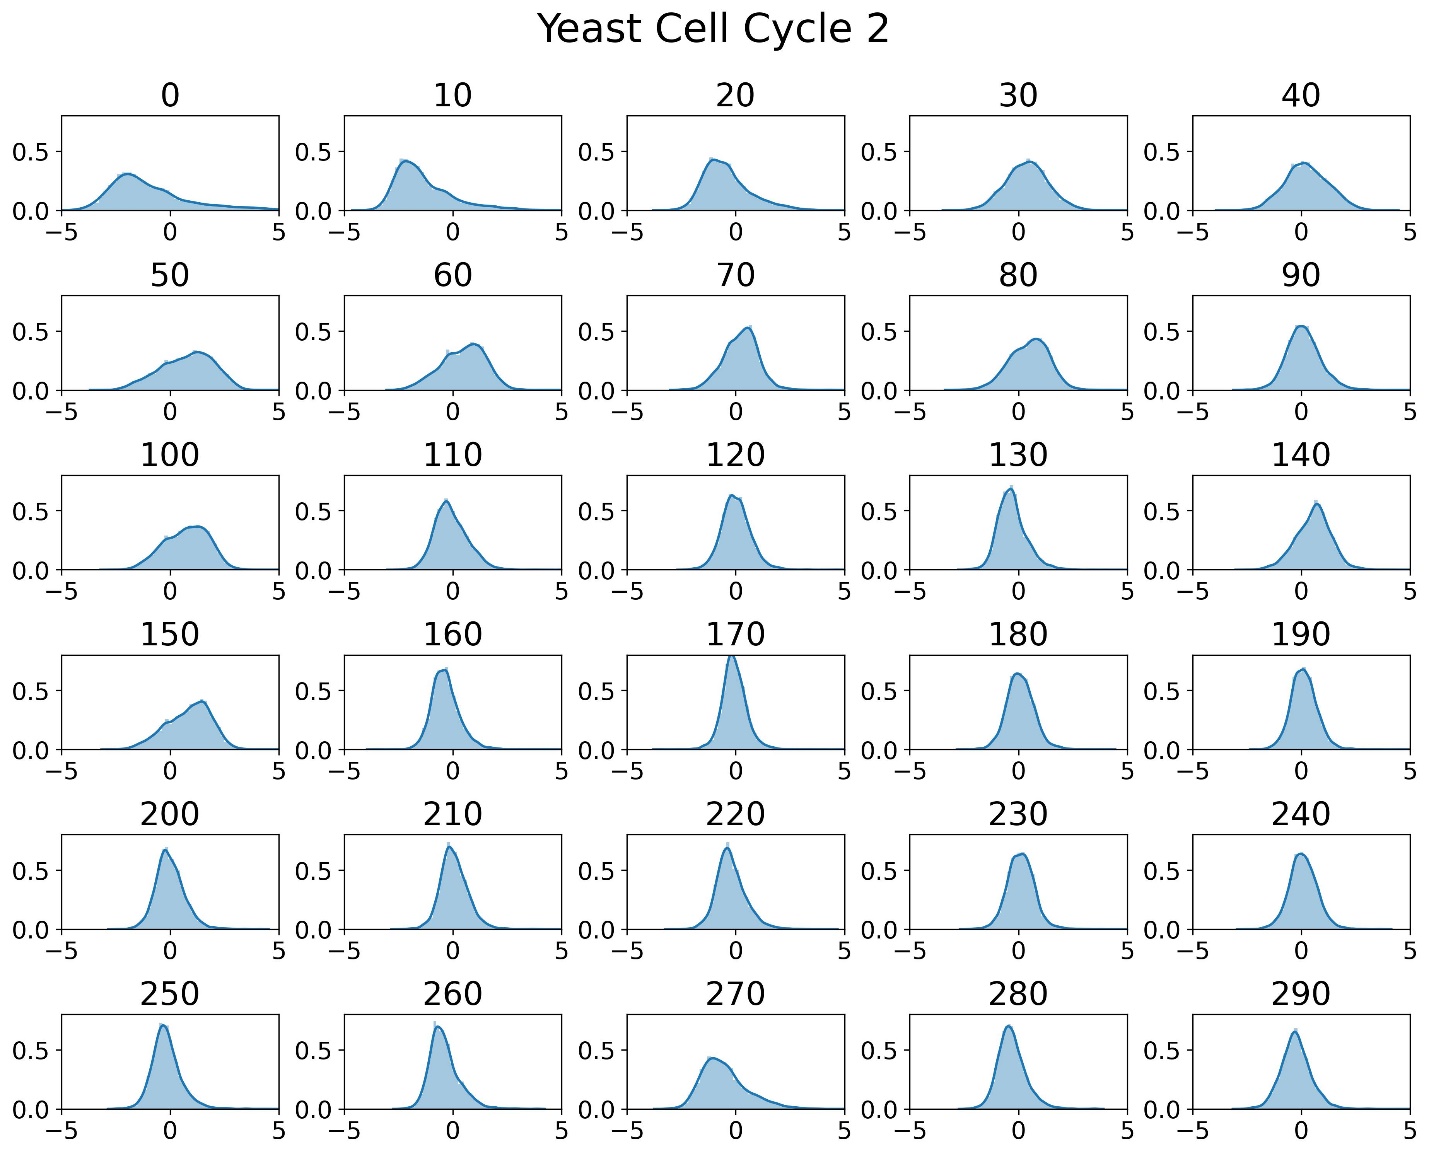

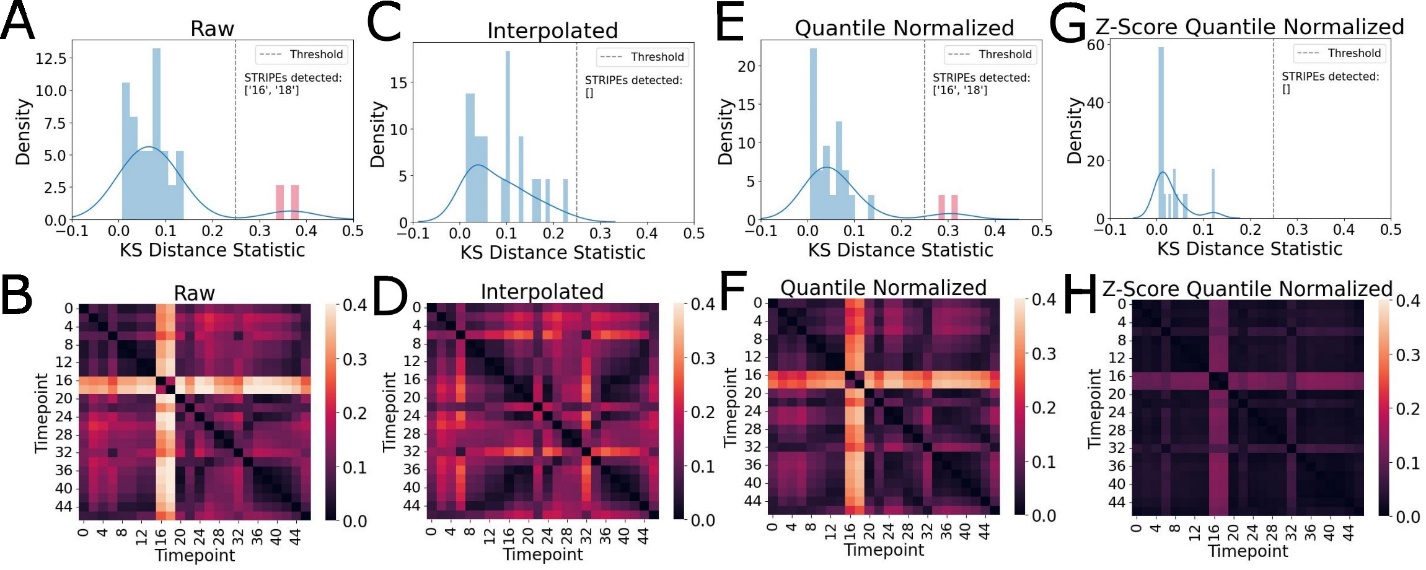

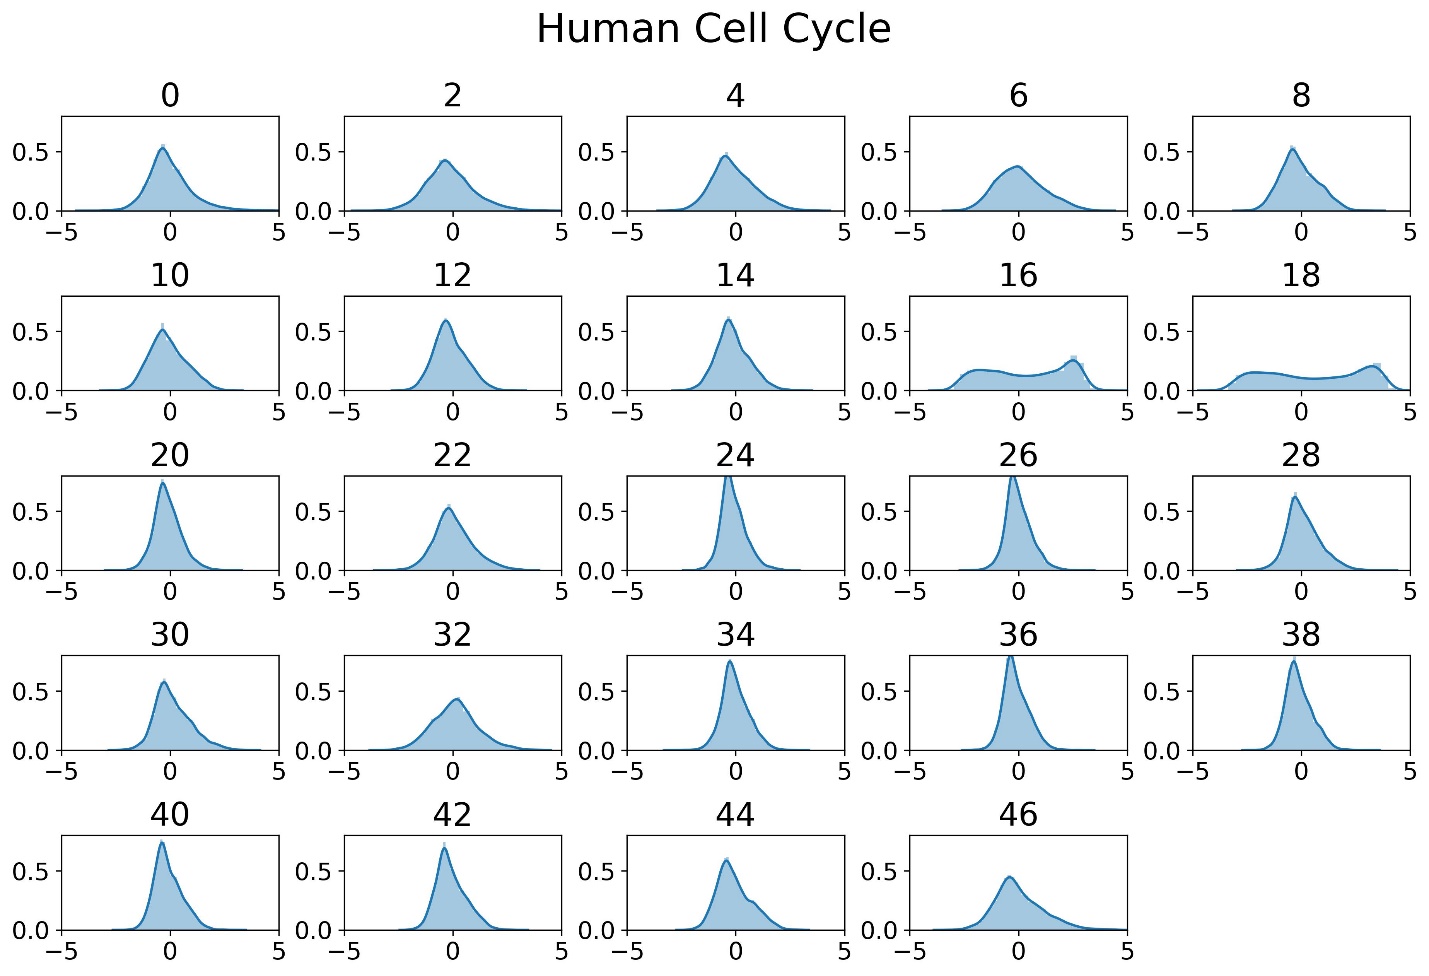
**Supplemental Figure 6: Z-score Expression Density Distributions.** Z-score normalized transcript level density distributions for every time point in A) the Yeast Cell Cycle 1 dataset, B) the Yeast Cell Cycle 2 dataset, and C) the Human Cell Cycle dataset.

**
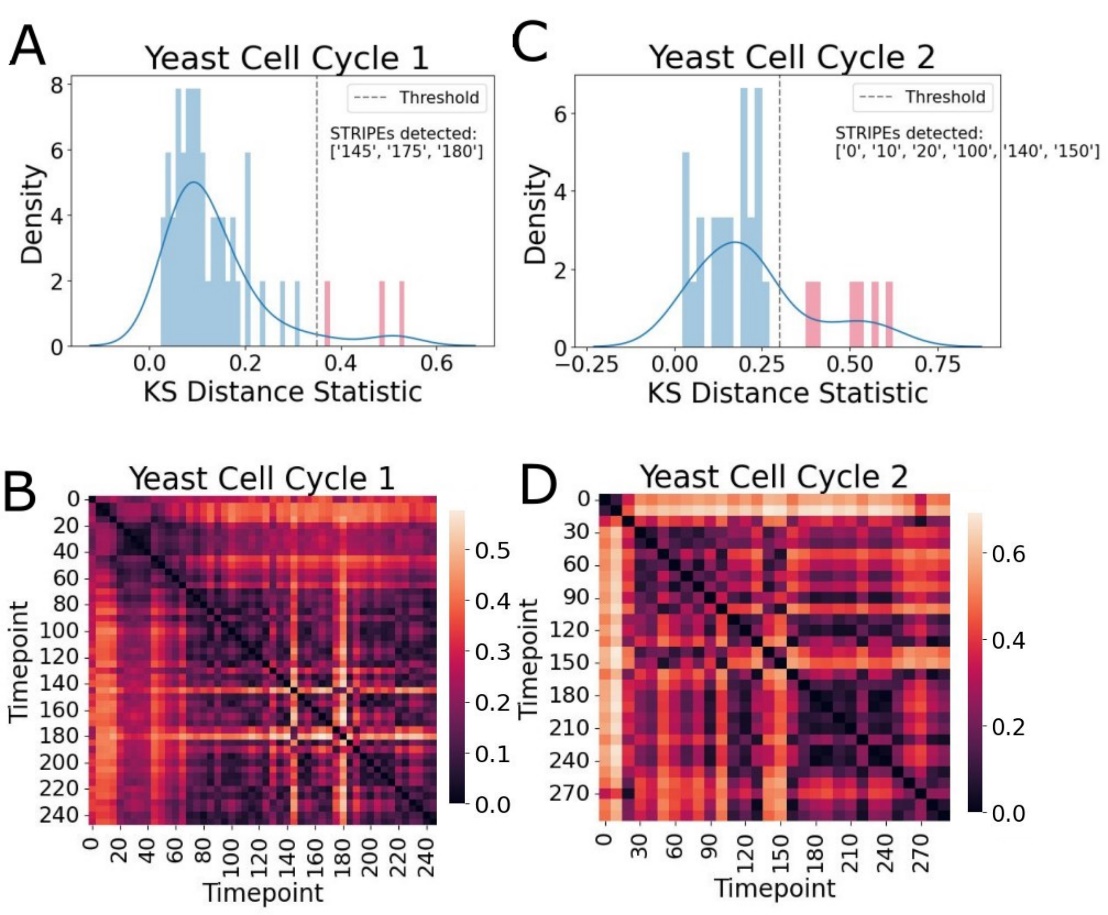
**

**Supplemental Figure 7: Kolmogorov-Smirnov Distance Comparisons for the Yeast Cell Cycle Datasets.** The distribution of KS distances for each comparison in the STRIPE detector (top row) and KS distance matrix heatmaps for each pairwise comparison (bottom row) for the Yeast Cell Cycle 1 (left column) and Yeast Cell Cycle 2 (right column) datasets. The KS distance threshold (dashed gray line) was selected by identifying outliers in the distribution.

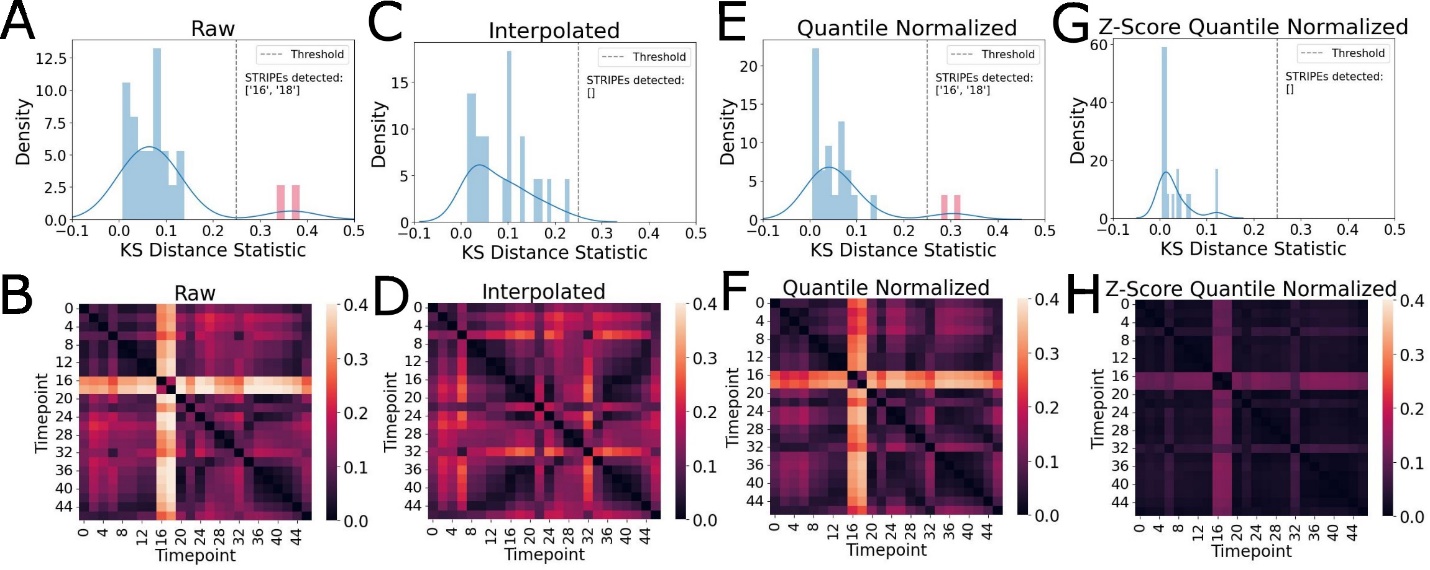

**Supplemental Figure 8: Kolmogorov-Smirnov Distance Comparisons for the Human Cell Cycle Dataset Following STRIPE Correction Methods.** The distribution of KS distances for each comparison in the STRIPE detector (top row) and KS distance matrix heatmaps for each pairwise comparison (bottom row) for the Human Cell Cycle raw data (first column), interpolated data (second column), quantile normalized data (third column), and z-score quantile normalized data (final column). STRIPEs were not detected after successful STRIPE correction via interpolation and z-score quantile normalization.

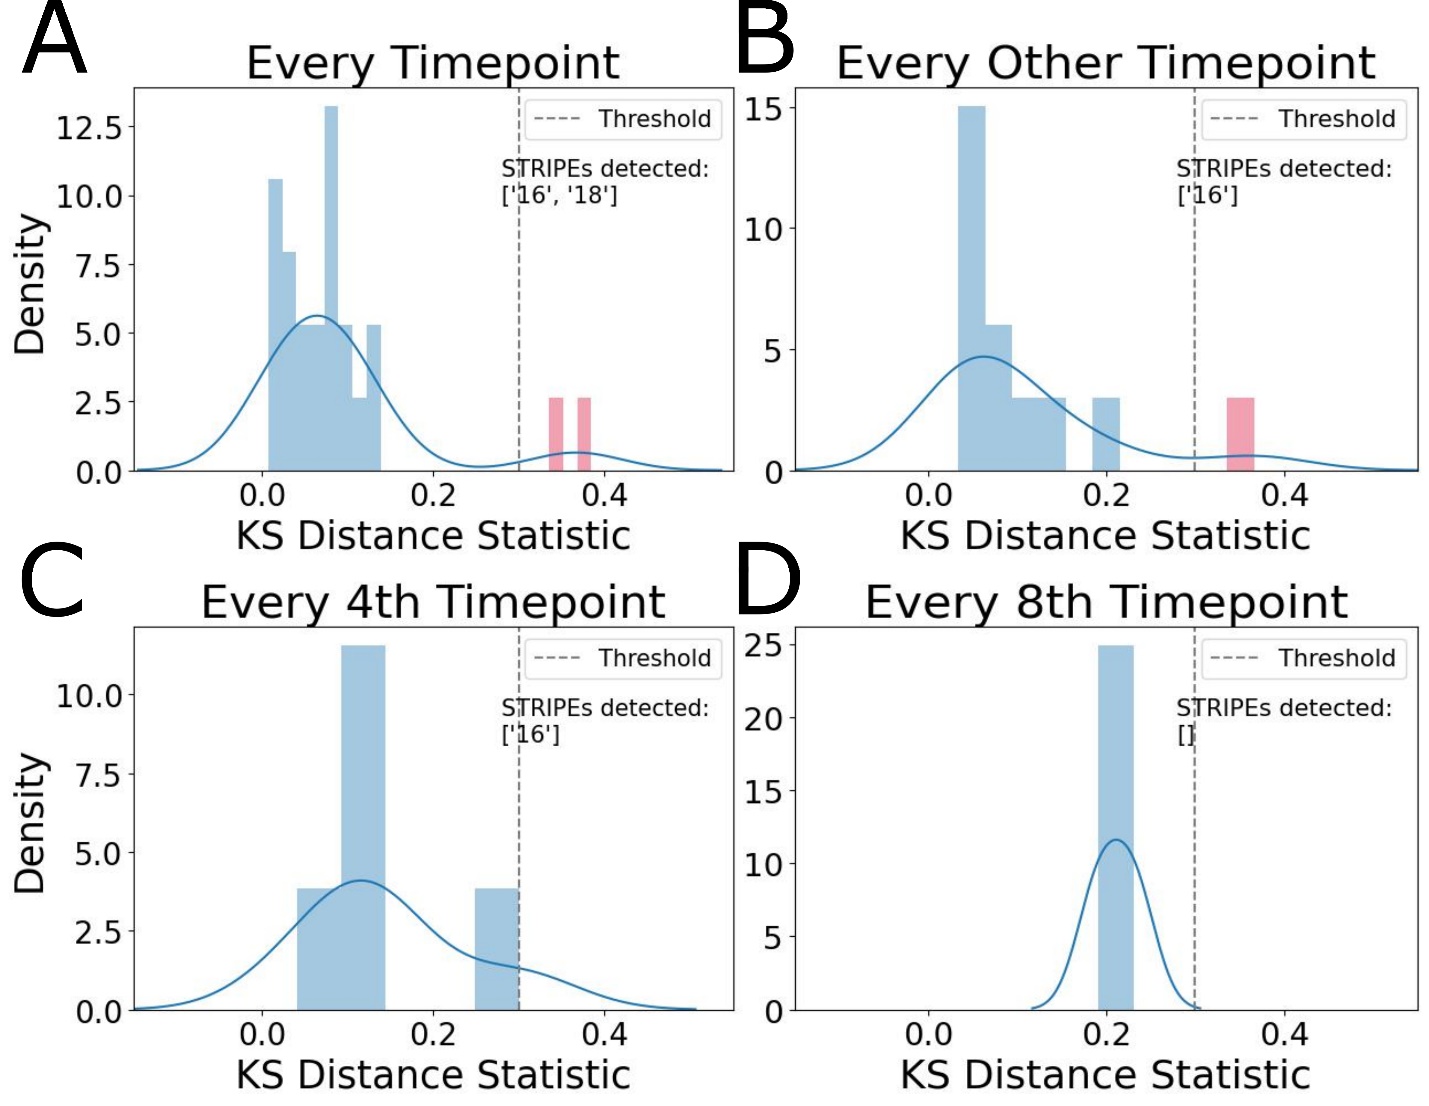

**Supplemental Figure 9: Sensitivity Testing for Kolmogorov-Smirnov Distance Comparisons for the Human Cell Cycle Dataset.** The distribution of KS distances for each comparison in the STRIPE detector for the Human Cell Cycle raw data with varying number of STRIPEs to show STRIPE detector performance on datasets with lower sample numbers. The KS distance distribution is shown A) for each timepoint in the HCC dataset [0, 2, 4, 6, 8, 10, 12, 14, 16*, 18*, 20, 22, 24, 26, 28, 30, 32, 34, 36, 38, 40, 42, 44, 46], B) for every other timepoint in the HCC dataset [0, 4, 8, 12, 16*, 20, 24, 28, 32, 36, 40, 44], C) For every fourth timepoint in the HCC dataset [0, 8, 16*, 24, 32, 40], and D) for every 8^th^ timepoint in the HCC dataset [0, 16*]. At least one STRIPE is present in each case (indicated with a *).

| **Dataset** | **Yeast Cell Cycle 1** | **Yeast Cell Cycle 2** | **Human Cell Cycle** | **Human-*Plasmodium* Developmental Cycle** | **Yeast Metabolic Cycle** |
| --- | --- | --- | --- | --- | --- |
| **Conditions** | YEP 2% Dextrose  30°C | YEP 2% Dextrose  38.5°C | RPMI + 10% BCS (bovine calf serum) + P/S | Whole ex vivo blood culture | High vs Low Glucose in Chemostat |
| **Cell Details** | *S. cerevisiae*  BF264-15D MATa bar1 | *S. cerevisiae*  BF264-15D MATa bar1 | K562 Cell Line | Sample 17 ex-vivo cultures of human blood infected with P. vivax | *S. cerevisiae* diploid CEN.PK |
| **Synchronization** | Alpha Factor | Alpha Factor | Centrifugal elutriation | NA | Chemostat culture |
| **Time Points** | 0-245 min  Every 5 min | 0 - 290, min Every 10 min | 0 - 46 hours,  Every 2 hours | 0 - 45 hours, Every 3 hours | T74.1 - T87.9 and T119.5 - T123.6 |
| **RNAseq Alignment/Quantification** | STAR + RSEM  (Additionally, STAR + Cufflinks & Salmon for comparison) | STAR + RSEM | STAR + Cufflinks/Cuffnorm | STAR + RSEM | NA |
| **Citation** | Kelliher et al., 2016 (RNAseq) Orlando et al. 2008 (microarray) | NA | NA | Motta et al., 2023 | Wang et al., 2015 |

**Supplemental Table 1: Description of Datasets.**

| **Comparison** | **Datasets** | **P-val** |
| --- | --- | --- |
| Total Reads | Yeast Cell Cycle 1 | 0.306 |
| Total Reads Aligned Uniquely to the Yeast Genome | Yeast Cell Cycle 1 | 0.381 |
| Total Reads Mapped to Annotated Genes | Yeast Cell Cycle 1 | 0.236 |
| RIN Score | Yeast Cell Cycle 1 | 0.0794 |
| RIN Score | Yeast Cell Cycle 2 | 0.0011 |
| RIN Score | Yeast Cell Cycle 1, 2 | 0.1033 |
| Concentration (ng/μl) | Yeast Cell Cycle 1, 2 | 0.6184 |
| 260/280 Ratio | Yeast Cell Cycle 1, 2 | 0.9911 |
| 260/230 Ratio | Yeast Cell Cycle 1, 2 | 0.8402 |
| PF* Yield (bp) | Yeast Cell Cycle 1, 2 | 0.7007 |
| Number of PF* Clusters** | Yeast Cell Cycle 1, 2 | 0.2644 |
| Q30% | Yeast Cell Cycle 1, 2 | 0.9695 |
| Average Quality Score | Yeast Cell Cycle 1, 2 | 0.9589 |
| total_reads | Yeast Cell Cycle 2 | 0.0194 |
| uniquely_mapped_percent | Yeast Cell Cycle 2 | 0.0647 |
| num_splices | Yeast Cell Cycle 2 | 0.0232 |
| mismatch_rate | Yeast Cell Cycle 2 | 0.8592 |
| multimapped_percent | Yeast Cell Cycle 2 | 0.7718 |
| multimapped_toomany_percent | Yeast Cell Cycle 2 | 0.3339 |
| unmapped_tooshort_percent | Yeast Cell Cycle 2 | 0.0226 |
| RSEM_Unalignable | Yeast Cell Cycle 2 | 0.2781 |
| RSEM_Alignable | Yeast Cell Cycle 2 | 0.0704 |
| RSEM_Total | Yeast Cell Cycle 2 | 0.1314 |
| RSEM_alignable_percent | Yeast Cell Cycle 2 | 0.0388 |
| RSEM_Unique | Yeast Cell Cycle 2 | 0.0635 |
| RSEM_Multi | Yeast Cell Cycle 2 | 0.1677 |
| RSEM_Uncertain | Yeast Cell Cycle 2 | 0.1931 |

**Supplemental Table 2: Results from T-test Analysis.** Paired t-test p-values for potential well-correlated STRIPE indicators.

| **Barcode_Sequence_(5'_to_3')** | **Reverse_Complement_Sequence_(5'_to_3')** | **Total_Mappings_to_S288C_Genome** | **Time_Point_Samples_with_Barcode_(minutes)** |
| --- | --- | --- | --- |
| ATTCCT | AGGAAT | 9069 | 0 |
| ACTTGA | TCAAGT | 8732 | 75, 115, 145, 180 |
| ATGTCA | TGACAT | 7777 | 135, 215 |
| CTTGTA | TACAAG | 7526 | 90, 165, 200 |
| AGTCAA | TTGACT | 7331 | 170, 205 |
| GCCAAT | ATTGGC | 6883 | 65, 105, 135 |
| ACTGAT | ATCAGT | 6879 | 40 |
| TAGCTT | AAGCTA | 6602 | 85, 125, 155, 190, 245 |
| TGACCA | TGGTCA | 6270 | 15, 55, 95, 225 |
| AGTTCC | GGAACT | 5313 | 175, 210 |
| CAGATC | GATCTG | 4718 | 70, 110, 140, 235 |
| ACAGTG | CACTGT | 4717 | 20, 60, 100, 230 |
| GTTTCG | CGAAAC | 4320 | 25 |
| GATCAG | CTGATC | 4216 | 80, 120, 150, 185, 240 |
| CGATGT | ACATCG | 4061 | 5, 45 |
| ATCACG | CGTGAT | 3329 | 0 |
| GAGTGG | CCACTC | 3126 | 35 |
| TTAGGC | GCCTAA | 2738 | 10, 50, 90 |
| GGCTAC | GTAGCC | 2638 | 45, 130, 160, 195 |
| CCGTCC | GGACGG | 1621 | 220 |
| GTCCGC | GCGGAC | 1331 | 180 |
| CGTACG | CGTACG | 841 | 30 |

**Supplemental Table 3 :  Illumina Barcodes Associated with STRIPE Samples.** Illumina barcodes and their reverse complement sequences map to the yeast genome with varying frequencies, and one particular barcode is associated with 2 STRIPE samples.

| **P-value Threshold** | **Number of Differentially Expressed Genes** |
| --- | --- |
| 0.05 | 2127 |
| 0.1 | 2674 |
| 0.2 | 3348 |

**Supplemental Table 4: DESeq2 Analysis on YCC1.** A python implementation of DESeq2 (Muzellec, 2023) was used to identify differentially expressed genes between STRIPE and non-STRIPE samples in the YCC1 dataset at three different p-value (padj) thresholds (0.05, 0.1, and 0.2).

# **ADDITIONAL SUPPLEMENTAL FILES:**

**Supplemental File 1:** Python utilities file containing functions for STRIPE detection and STRIPE correction.

For more information: <https://gitlab.com/haase-lab-group/stripe_anomalies>.

**SUPPLEMENTAL MATERIALS AND METHODS**

Quantile normalization was performed using a basic quantile normalization function on a pandas dataframe in Python. The function is shown below:

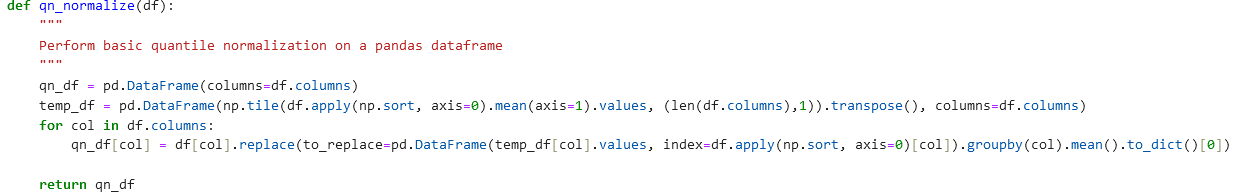

For Z-score quantile normalization the pandas dataframe is Z-score normalized using the Python scipy package prior to quantile normalization. Notably, the order of operations is important for successful STRIPE correction. When quantile normalization is applied followed by Z-score normalization (e.g. in Figure 4B QN where the data were first quantile normalized and then Z-score normalized for visualization) the STRIPEs can persist (as seen in the Human Cell Cycle dataset). However, when Z-score normalization is applied before quantile normalization (e.g. in Figure 4B ZQN where the data were Z-score normalized and then quantile normalized) the STRIPEs are successfully corrected in all datasets.

Order of operations is important in other biological measurements as well. For example, RPKM/FPKM and TPM differ in the order of operations (Olsen & Christensen, 2018). And this can have substantial effects. For example, in Supplemental Figure 5, using the same alignment and quantification tools, FPKM and TPM did show differences in STRIPE appearance.

The t-tests in Supplemental Table 2 were performed using a paired t-test in the R statistical programming environment (function t.test with argument: paired = T; R Core Development Team., 2017). They were applied to the Yeast Cell Cycle 1 and Yeast Cell Cycle 2 datasets independently, as these were collected using different methods, under different conditions, at different times. Therefore, each dataset had slightly different metrics that could be collected. For comparable metrics, t-tests were performed using samples from both datasets. All t-tests and their results can be found in Supplemental Table 2.

The DESeq2 analysis was implemented using a python implementation of DESeq2 (Muzellec, 2023). This analysis can be found on the Gitlab: <https://gitlab.com/haase-lab-group/stripe_anomalies>.

How the deposited data were processed for this re-analysis (not part of the article)

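The Yeast Cell Cycle 2 dataset holds 30 time points of 1 synchronized S. cerevisiae culture, from 0 to 290 min after release from alpha-factor arrest, with 1 total RNA library at each time point. The time of every sample was taken from its label. The other datasets of the paper were not analysed here. The authors aligned the reads with STAR, quantified them with RSEM and deposited TPM values, which sum to 1000000 at each time point. The authors also deposited a table of corrected scores, and neither the labels nor the table say how it was made. The scores were compared with each correction method computed here and equal those of Z-score quantile normalization to within 1e-12. Versions of the aligner and the quantifier and the genome build are not named in the paper's text. TPM keep no depth, so no interval for the number of reads behind a value is given. The paper reports that total reads differed between STRIPEs and non-STRIPEs in this dataset (Supplementary Table S2), and read totals of the libraries were not used here. Wilson intervals at the 95% level are given for shares of genes, and they cover the number of genes only.

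The functions of Supplementary File S1 were rewritten in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Z-scores used the SD over all time points, and features with no variation were left out. The STRIPE detector compared each time point with the most recent non-STRIPE among the 4 time points before it, at a KS distance threshold of 0.3, and was rerun in the reverse direction when none was found. The number 4 is that of the function in Supplementary File S1, whereas the Methods state 5 time points, which was tried as an alternative after the results were seen. PCHIP interpolation was applied to 100, 140 and 150 min, as listed in Table 1, with the 110, 140 and 150 min of the Methods as an alternative. Quantile normalization replaced ranked values by the mean over time points, with tied values averaged, on TPM or on Z-scores. Periodic genes were ranked by Kendall's statistic against cosine curves with periods of 60 to 120 min and phases in steps of 10 min, and the top 1000 were kept. The position of the peak of a Z-score distribution was read from a Gaussian kernel density estimate.

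Each time point has 1 sample, so no test between time points was made and no p-value is given. Values at the STRIPEs are set against the spread of the same measure over the other time points. The genes named are those the paper names for this dataset, the 5 features with the highest mean TPM, and the 3 largest rises and 3 largest falls at 140 and 150 min relative to 130 and 160 min among features with a mean of at least 10 TPM that changed in the same direction in each comparison. Length and GC content came from the R64 assembly by locus tag and were known for 89.6% of the features that vary.

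The alternatives tried were KS distance thresholds of 0.25 and 0.35, features with a mean of at least 1 TPM, features above 0 TPM at every time point, Z-scores of log2(TPM + 1) and of log2(TPM + 0.1), division of the TPM by a median-of-ratios factor per time point, leaving out 0, 10 and 20 min, a forward comparison from 30 min, a margin of 10% above the flanking time points, other flanking time points, periods of 50 to 150 min and a Lomb-Scargle ranking.

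The computations were tested on simulated series of 6000 genes. The STRIPE detector called 0 time points in a series without STRIPEs and all 3 simulated STRIPEs in series with high STRIPEs, bimodal STRIPEs and gene-specific changes. After division by median-of-ratios factors it called 0 time points in the series with high STRIPEs, 3 in the series with gene-specific changes and 2 in the series with bimodal STRIPEs. For the bimodal series the answer required of the test was changed to at least 1 call after this result was seen. The simulated STRIPEs were not matched in size to the changes in these data, and their genes had no cell cycle or release response. The counts therefore do not show whether smaller gene-specific changes would be called after scaling. Both rankings placed 100% of 200 simulated periodic genes in the top ranks.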

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

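The alternatives were chosen before the data were examined, except the median-of-ratios factors for the periodic genes, the series without 60 min, the series of time points 20 min apart, the comparison with up to 5 earlier time points and the KS distances of scaled values to fixed time points, which were chosen after the results were seen. The same 6 time points were called in the raw data with a threshold of 0.35, with either filter on TPM and with either log2 scale, and 0 time points were called after quantile normalization and after Z-score quantile normalization under each alternative run. The KS distances at 100, 110, 140 and 150 min were the same under both thresholds, since the time points they are compared to were not called. With up to 5 earlier time points, as the Methods state, the same 6 time points were called in the raw data and the same 3 after interpolation. No paired analysis was possible because each time point has 1 sample. TPM keep no depth, so what depth limits was not analysed here.

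With the TPM divided by a median-of-ratios factor per time point, the STRIPE detector called 0 time points in the raw data and 0 after interpolation. It then ran forward, and the KS distance was 0.0853 at 100 min relative to 90 min, 0.0382 at 140 min relative to 130 min and 0.0849 at 150 min relative to 140 min, all below the threshold. Relative to the time points used for the raw data, the KS distance of scaled values was 0.0738 at 100 min (to 110 min), 0.0462 at 140 min (to 160 min) and 0.125 at 150 min (to 160 min). The time point 150 min went to rank 10 by mean KS distance. The share of genes above both flanking time points was 33.5% at 100 min, 31.7% at 110 min, 39.8% at 140 min and 41.0% at 150 min. The fold at 150 min over the flanking time points went to 1.06 for MET4 and 1.03 for PRP19. The factor is the median of the gene ratios, so it takes out a shift that most genes share. It leaves the changes of genes relative to each other, so 0 calls do not show that a time point was corrected. The calls at 0, 10 and 20 min, where the factors were 0.778, 0.748 and 0.922, were lost too. For Yeast Cell Cycle 1, the paper reports that DESeq2 normalization left STRIPEs in place, judged by differentially expressed genes. That is another dataset and another measure.

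Without 0, 10 and 20 min, 3 time points were called in the raw data and 0 after interpolation, and 150 min had rank 1. The forward comparison from 30 min also called 3 time points in the raw data and 0 after interpolation. In both settings the 3 were 100, 140 and 150 min, and the time points left out are those the paper relates to release from synchronization.

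The share of genes above both flanking time points at 100, 140 and 150 min was 66.1%, 73.0% and 75.1% for features with a mean of at least 1 TPM, and 67.2%, 74.3% and 76.3% for features above 0 TPM at every time point. With a margin of 10% above both flanking time points it was 40.5% at 100 min, 6.98% at 110 min, 53.5% at 140 min and 60.0% at 150 min. At 110 min it was 12.2% relative to 100 and 120 min. Relative to all time points that Table 1 does not list, the fold at 150 min was 1.20 for MET4 and 1.20 for PRP19.

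The share of the top 1000 periodic genes with their peak or trough at 100, 140 or 150 min went from 25.0% to 21.3% with the Lomb-Scargle ranking and to 18.4% with median-of-ratios factors. The cause was not tested.

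The STRIPE detector depends on the sampling. Without 60 min it called 7 time points, adding 50 min. With time points 20 min apart from 0 min it called 7 time points, at 0, 20, 60, 80, 100, 140 and 240 min, and with those from 10 min the comparison stopped in both directions and gave no number. The corrected scores were not run with log2 values or median-of-ratios factors, since they are not TPM.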

Differences from the paper's values

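The number of STRIPEs called was the same as in Table 1 for the raw data (6), after interpolation (3) and after both normalizations (0). The values read by eye in Fig. 1B are about 28, about 30 and about 22 TPM for MET4 at 140, 150 and 160 min, where the TPM table holds 28.0, 30.1 and 22.4 TPM, and about 27 and about 20 TPM for PRP19 at 150 and 160 min, where it holds 26.9 and 20.1 TPM.

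The Results text places a mild high STRIPE at 110 min. At 110 min the median Z-score was -0.177 and the KS distance was 0.108, and 43.2% of genes were below both 90 and 120 min. None of the alternatives set before the data were examined called 110 min. Table 1 and the legend of Fig. 1 place this STRIPE at 100 min, where the KS distance was 0.405.

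The paper describes non-STRIPEs as mostly centered around 0. In this dataset the peak lay within 0.3 of 0 at 12 of the 24 time points not listed as STRIPEs and farthest from it at 50 min (1.26) and 270 min (-1.04). The median Z-score lay within 0.3 of 0 at 15 of them.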

Other observations

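The tests of the scale difference, the abundant features, gene length, depth, the time point 50 min and each test of the trend with GC content at 150 min were chosen only after the result was seen. All correlations are across genes, which are not independent replicates, and all patterns were found and tested on the same data, so they are hypotheses.

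The STRIPEs at 100, 140 and 150 min may include shifts of scale shared by most genes. When the factor per time point was estimated on a random set of 0.5 of the features and applied to the others, 0 time points were called in each of 20 draws, with a largest KS distance of 0.168. The medians of both sets are close to each other, so these draws repeat the scaling of all genes and are no separate evidence. TPM are shares of a fixed total, and the 500 most abundant features held 73.4% of the TPM at 150 min, 74.5% at 140 min and 73.9% at 100 min, compared to 73.7% (50 min) to 78.2% (270 min) at the time points not called. Without the 20 most abundant features and with the rest rescaled, 6 STRIPEs were still called, and without the 100 most abundant features 4 were called, including all 3. Without the 500 most abundant features 0 were called, with a largest KS distance of 0.246, whereas all 3 were called in each of 20 draws without 500 features chosen at random, which held at most 10.4% of the TPM. Leaving out most of the TPM and rescaling the rest is itself a change of scale, so this value cannot tell whether a smaller share of abundant transcripts is the cause. The smaller share of the top 20 features alone is not sufficient. The number of features at 0 TPM at 150 min was 682, within the 675 to 729 of the time points not called, but TPM keep no depth. The paper reports that total reads differed between STRIPEs and non-STRIPEs in this dataset, and the pattern cannot be told apart from a difference in depth. Without the top 1000 periodic genes all 3 time points were still called, with a KS distance of 0.564 at 150 min, so the shift is present in the other genes as well. The other genes were not rescaled, and their Z-scores were unchanged. An effect of the periodic genes on the TPM of the others was therefore not tested, and cell cycle regulated transcription is not excluded.

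Genes did not share the shift evenly. When genes were split by length into 5 groups of equal size, 9 of the 15 combinations of a group with 100, 140 or 150 min were called, and 10 of 15 when they were split by GC content. The median Z-score at 150 min was 0.506 in the shortest and 1.44 in the longest genes, and it was 1.63 in the genes with the lowest GC content and negative in those with the highest. In these groups gene length bias (9 of 15) or GC content bias (10 of 15) could contribute to the STRIPEs.

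The trend with GC content was the larger one. Changes were taken as log2 ratios relative to the mean of the adjacent time points, or to 130 min alone for 140 min and to 160 min alone for 150 min, for 4759 genes with a known GC content (93.3% of 5103). Spearman's correlation coefficient with GC content was -0.667 at 100 min, -0.725 at 140 min and -0.757 at 150 min. The median log2 change at 150 min was 0.54 in the group with the lowest GC content and -0.06 in the group with the highest, where 97.7% and 35.8% of genes rose. The coefficient at 150 min was -0.721 after trends with abundance and length were removed and -0.758 without the top 1000 periodic genes. Among 23 time points not called, 0 had an absolute coefficient as large as at 150 min, with a median of 0.255. The largest were 0.694 at 130 min and 0.689 at 160 min, which are next to STRIPEs, and 270 min reached 0.653. The coefficients at 130, 160 and 270 min were in the opposite direction to those at the STRIPEs. Those at 130 and 160 min exceeded that at 100 min in absolute size. In Z-scores rather than changes, the coefficient was 0.672 at 270 min and -0.633 at 150 min, so 270 min is the larger of the pair by that measure. After Z-score quantile normalization the coefficient of the Z-score change at 150 min was -0.656. It was -0.681 in raw Z-scores and -0.732 in Z-scores after division by median-of-ratios factors. The trend at 150 min therefore remained after both steps. Z-score quantile normalization keeps the order of genes within a time point. The coefficient of the Z-score at 150 min was -0.633 before and after it. A factor per time point shifts all log2 changes alike, though the value above is for Z-scores. Both outcomes were thus largely fixed in advance and give no evidence on the cause of the trend. After interpolation, the coefficient of the Z-score at 150 min was 0.443. GC content comes from the reference strain, not the strain studied. A GC-dependent step in library preparation or sequencing could give such values, but no data on those steps were used here. A change of transcripts that differ in GC content cannot be told apart from such a step. The paper also reports alignment measures that differed at STRIPEs in this dataset, and proposes a possible role of alignment and quantification. Neither that role nor RNA integrity was tested here.

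The gene-specific changes at 100 and 150 min, 50 min apart, were correlated (Spearman's correlation coefficient 0.661), above most of 300 pairs of time points at least 40 min apart (percentile 99.7). The coefficient was 0.664 without the top 1000 periodic genes. It fell to 0.233 after trends with length, GC content and abundance were removed, just above the value of 0.2 set for the test in advance. These trends may account for most of the correlation. Only quadratic trends were removed, so the remainder cannot be told apart from incomplete removal.

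The time point 50 min resembled the STRIPEs in the distribution of Z-scores but was not called. Its KS distance was 0.158 to 60 min, 0.243 to 40 min and 0.324 to 70 min. With 60 min left out, it was compared to 70 min and was called, with a KS distance of 0.315, which follows from its distance to 70 min in the full series. The forward comparison from 30 min, which compares 50 to 40 min, did not call it. By gene the resemblance was weaker. Relative to 40 and 60 min, the change at 50 min had a coefficient of -0.321 with GC content. This compares to -0.667 at 100 min, -0.725 at 140 min and -0.757 at 150 min. The changes at 50 and 150 min had a correlation coefficient of 0.365, compared to 0.661 for 100 and 150 min. Why 50 min lies apart was not resolved, and no biological explanation was tested.

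Among the top 1000 periodic genes of the raw data, 25.0% (95% Wilson confidence interval 22.4% to 27.8%) had their peak or trough at 100, 140 or 150 min, with 241 peaks and 9 troughs. The share at 50 min alone, which was not called, was 26.1%, with 242 peaks. At 0 and 10 min it was 42.3% and 41.7%, with 365 and 393 troughs, so many of these genes have their trough near release from arrest. The 25.0% is thus not specific to STRIPEs. Among all genes that vary the share was 35.9%. The share among all genes is itself set by the STRIPEs, so the comparison cannot tell whether STRIPEs raise the periodicity rank of a gene. The share of the top 1000 at 100, 140 or 150 min was 17.8% after quantile normalization and 21.1% after Z-score quantile normalization, where it was 24.1% among all genes. After interpolation it was 0%, which the method fixes in advance. Of the top 1000 genes, 519 were shared between the raw and the interpolated data, 626 between the raw and the Z-score quantile normalized data, and 407 by all 3. The choice of correction therefore changes which genes are ranked as periodic.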
